# *Maf* and *Mafb* control mouse pallial interneuron fate and maturation through neuropsychiatric disease gene regulation

**DOI:** 10.7554/eLife.54903

**Published:** 2020-05-26

**Authors:** Emily Ling-Lin Pai, Jin Chen, Siavash Fazel Darbandi, Frances S Cho, Jiapei Chen, Susan Lindtner, Julia S Chu, Jeanne T Paz, Daniel Vogt, Mercedes F Paredes, John LR Rubenstein

**Keywords:** MGE, interneuron development, hippocampal interneuron, parvalbumin, maf transcription factor, Mouse

## Abstract

*​Maf* (*c-Maf*) and *Mafb* transcription factors (TFs) have compensatory roles in repressing somatostatin (SST^+^) interneuron (IN) production in medial ganglionic eminence (MGE) secondary progenitors in mice. *Maf* and *Mafb* conditional deletion (cDKO) decreases the survival of MGE-derived cortical interneurons (CINs) and changes their physiological properties. Herein, we show that (1) *Mef2c* and *Snap25* are positively regulated by *Maf* and *Mafb* to drive IN morphological maturation; (2) *Maf* and *Mafb* promote *Mef2c* expression which specifies parvalbumin (PV^+^) INs; (3) *Elmo1*, *Igfbp4* and *Mef2c* are candidate markers of immature PV^+^ hippocampal INs (HIN). Furthermore, *Maf*/*Mafb* neonatal cDKOs have decreased CINs and increased HINs, that express *Pnoc*, an HIN specific marker. Our findings not only elucidate key gene targets of *Maf* and *Mafb* that control IN development, but also identify for the first time TFs that differentially regulate CIN vs. HIN production.

## Introduction

Pallial interneurons (INs) consist of cortical interneurons (CINs) and hippocampal interneurons (HINs). IN pathologies are hypothesized to underlie symptoms of neurological and neuropsychiatric disorders such as autism spectrum disorder (ASD), epilepsy and schizophrenia. One possible explanation is that IN pathology leads to disrupted circuit inhibition, resulting in circuit hyperexcitability and less efficient information processing (Lim et al., 2018; Rubenstein and Merzenich, 2003; Sohal and Rubenstein, 2019; Yizhar et al., 2011). Thus, understanding the genetic control of CIN and HIN development and function can have important clinical ramifications.

CINs are generated in three subpallial progenitor domains: the medial and caudal ganglionic eminences (MGE and CGE), and the preotic area (POA) (Gelman et al., 2011; Lim et al., 2018). MGE and POA-derived CINs express parvalbumin (PV) or somatostatin (SST), while CGE-derived CINs express either vasoactive intestinal peptide (VIP), cholecystokinin (CCK) or reelin [but lack SST]. HINs are generated by the same general progenitor pools and share similar molecular properties with CINs. However, so far there are no clear single markers that are known to define developing or mature HINs from CINs (Pelkey et al., 2017).

We have recently demonstrated that two *Maf* TFs, *Maf* (*c-Maf*) and *Mafb*, function together in the MGE to control the timing and quantity of SST^+^ CINs that are generated (Pai et al., 2019), schematically summarized in Schemes 1–3. Loss of *Mafb* and *Maf* in the *Nkx2.1-Cre* lineage (*Maf* cDKO) leads to the overproduction of SST^+^ CINs at the expense of PV^+^ CINs. *Maf* cDKOs also have changes in the quantity and distribution of the total *Nkx2.1-cre* lineage INs: reduced CINs (~30%) and increased HINs (~2 fold) at P0, and a progressive loss of INs that plateaued by adulthood at ~70% reduction (Schemes 1 and 2). Loss of *Maf* and *Mafb* also alters postnatal CIN properties, including process morphogenesis, synaptogenesis, intrinsic electrophysiology and circuit excitability (Pai et al., 2019; Schemes 2 and 3). However, the gene targets of *Mafb* and *Maf* that underlie these phenotypes remain to be elucidated.

**Scheme 1.**
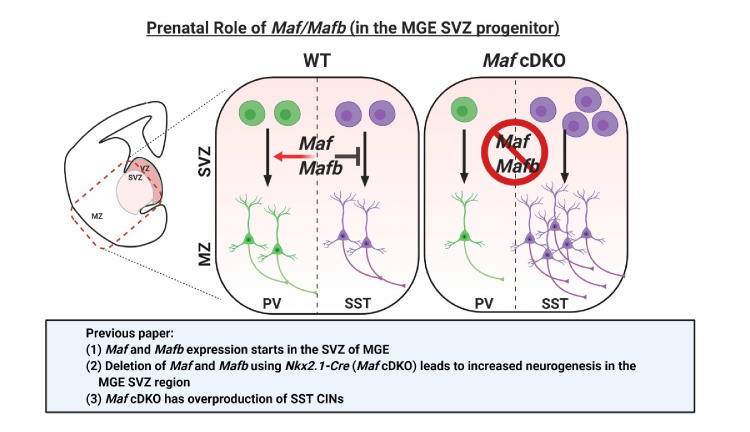
Schema depicting the prenatal roles of *Maf* and *Mafb.* In Pai et al., 2019, we described that the expression of *Maf* and *Mafb* starts in the MGE SVZ. Deletion of *Maf* and *Mafb* using the *Nkx2.1-Cre* (*Maf* cDKO) leads to increased neurogenesis in the MGE SVZ and overproduction of somatostatin (SST) interneurons. In this paper, we aim to identify the downstream gene targets of *Maf* and *Mafb* that are involved in this process. SVZ: subventricular zone. MZ: mantle zone.

**Scheme 2.**
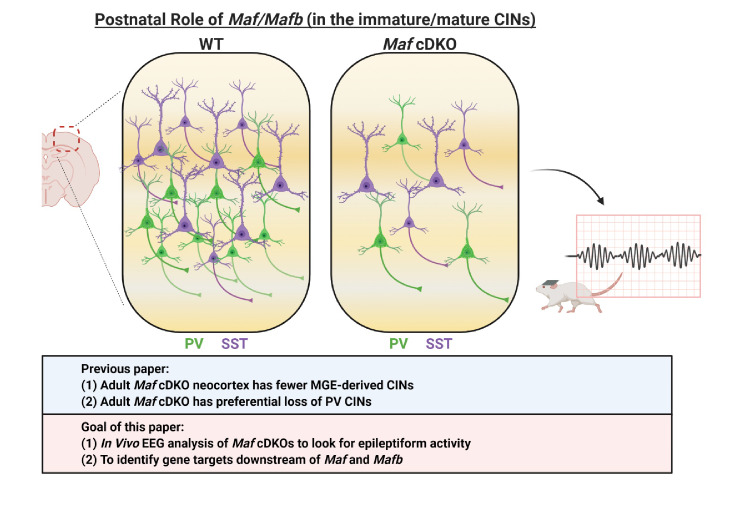
Schema depicting the postnatal roles of *Maf* and *Mafb*. In Pai et al., 2019, we discovered that the adult *Maf* cDKO mice have drastic reduction of MGE-derived cortical interneurons (CINs) and a preferential loss of parvalbumin (PV) INs. In this paper, we aim to identify potential downstream gene targets of *Maf* and *Mafb* that are involved in PV CIN fate specification and differentiation. In this paper, we also provide data that suggest adult *Maf* cDKO animals have spontaneous epileptic activity in vivo.

**Scheme 3.**
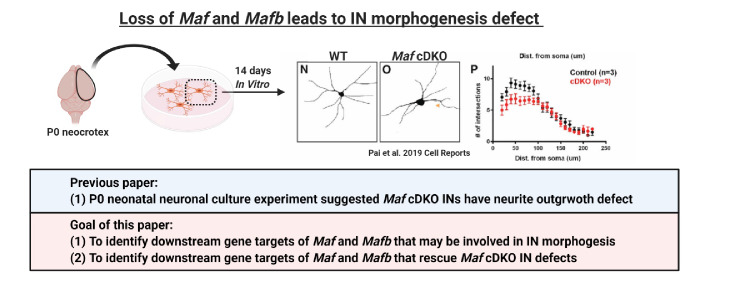
Loss of *Maf* and *Mafb* leads to MGE-derived IN morphogenesis defect. In Pai et al., 2019, we showed that cultured neonatal *Maf* cDKO interneurons have neurite outgrowth defect compared to the WT counterparts. In this paper, we aim to identify gene targets of *Maf* and *Mafb* that are involved in CIN morphological maturation.

Herein, we uncovered a set of *Maf* and *Mafb* regulated genes by performing single cell RNA-sequencing (scRNA-seq) of neonatal CINs and HINs from wild type (WT) and cDKO. These include *Sst, neuropilin1* (*Nrp1*), and several genes that are implicated in neuropsychiatric disorders, including myocyte enhancer factor 2C (*Mef2c*) (ASD, Tu et al., 2017), synaptosome associated protein 25 (*Snap25*) (schizophrenia, Houenou et al., 2017), and C-X-C motif chemokine receptor 4 (*Cxcr4*) (22q11.2 deletion syndrome; López-Bendito et al., 2008). We provide evidence that *Maf* and *Mafb* promote *Mef2c* expression, which in turn promotes PV^+^ IN differentiation. We show that *Maf* and *Mafb* also have postnatal functions in CIN morphological maturation. Furthermore, we identified a secreted peptide encoding gene, prepronociceptin (*Pnoc*), as an immature HIN marker. Finally, we provide evidence that *Maf* and *Mafb* control the balance between CIN and HIN production.

## Results

### Single cell transcriptomic profiling of P0 WT and *Maf* cDKO

Deletion of both *Maf* (*c-Maf*) and *Mafb* using *Nkx2.1-Cre* (*Maf* cDKO) led to an overproduction of *Sst^+^* CINs, a drastic loss of total MGE-derived CINs and abnormal electrophysiological properties (Pai et al., 2019). Furthermore, adult *Maf* cDKOs have spontaneous non-motor epileptic activity, likely associated with the interneuronopathy (Figure 1—figure supplement 1). The underlying gene targets of *Maf* and *Mafb* that may regulate these processes are explored below.

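Gene expression was measured by droplet-based single-cell RNA sequencing (10x Genomics, 3' chemistry) of dissected neocortex from 1 WT and 1 *Maf* cDKO mouse at postnatal day 0, with 1 library from each. The paper's methods name neocortex as the tissue, whereas its Discussion names neocortex and hippocampus, so hippocampal cells may be included. In this assay every captured transcript carries a unique molecular identifier (UMI), so that the values are counts of molecules for each gene in each cell barcode. The authors aligned the reads to mm10 and counted UMIs with Cell Ranger 2, and the deposited matrices hold these counts without normalization for 27998 genes. The WT library held 13992 barcodes with 98280198 UMIs (median 5931 per barcode, range 2486 to 62139). The cDKO library held 15158 barcodes with 121925691 UMIs (median 6912, range 3047 to 69050). The study aimed to recover 10000 cells from each sample. As in the paper, barcodes with fewer than 500 UMIs (0 in either library) or over 20000 UMIs (200 WT and 345 cDKO) were left out. The paper also removed cells rich in mitochondrial transcripts without giving the limit. A limit of 10% was used here, which removed a further 195 WT and 109 cDKO barcodes and left 13597 WT and 14704 cDKO cells, with medians of 5912 and 6853 UMIs. Doublets were not removed, since the paper names no such step. Scrublet called 594 of the WT cells (4.37%) and 956 of the cDKO cells (6.50%) doublets. Levels are given as the UMIs of a gene per 10000 UMIs of the same cells, summed over cells, with an exact 95% Poisson interval in square brackets. Log ratios are the natural log (ln) of cDKO over WT, taken on the mean over cells of UMIs per 10000 after adding a pseudocount of 1. This is the average log fold change of the Seurat version that the paper used, and it understates the ratio of genes with low expression. The value after ± is the width to either side of the 95% counting error of a log ratio. All such intervals cover counting error only. Because each genotype is represented by 1 animal, there is no replicate error to compare a difference with, and no test was run and no p-value is given.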

To identify dysregulated genetic targets in cDKO immature INs, we used scRNA-seq from P0 WT and cDKO neocortices (Figure 1A–D). We pooled the WT and cDKO datasets to perform unsupervised data analysis using Seurat pipeline (Butler et al., 2018; Ge et al., 2020). 

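Most of the 28301 cells kept were excitatory neuron-like (7888 WT and 8496 cDKO cells in 9 clusters, with *Neurod2* or *Satb2* among the leading genes of 4). MGE interneuron-like cells formed cluster 2, led by *Sst*, *Lhx6* and *Nxph1* (1354 WT and 1112 cDKO cells). CGE interneuron-like cells (422 and 335 cells) were led by *Cxcl14*, *Htr3a* and *Npas1*, the intermediate progenitor-like cells (887 and 1028) by *Eomes* and *Neurog2*, the cycling progenitor-like cells (491 and 588) by *Top2a*, and the radial glia or astroglia-like cells (671 and 794) by *Fabp7* and *Aldoc* in cluster 12 and by *Mt2* and *Id3* in cluster 20. Oligodendrocyte lineage-like cells (370 and 284) were led by *Olig1* and *Pdgfra*, Cajal-Retzius-like cells (157 and 265) by *Reln*, and microglia or macrophage-like cells (99 and 81) by *Spp1* and *C1qb*. A cluster led by *Neurod1*, *Mfap4* and *Prox1* (383 and 414 cells) resembled the dentate granule lineage of the hippocampus. A further GABAergic cluster was led by *Sp9*, *Dlx6os1* and *Six3* and is called LGE-type GABAergic neuron-like here (383 and 498 cells). The remaining named clusters were erythroid-like (176 and 341 cells), endothelial-like (64 and 67) and mural-like (60 and 62). These names come from marker genes chosen before the data were examined and from 24 clusters (1000 most variable genes, 20 principal components, resolution 1.0), so they are rebuilt names and need not match those of the study cell for cell. Cluster 3 held the largest part of the WT excitatory neuron-like cells (15.7%) and cluster 0 that of the cDKO ones (20.2%), whereas cluster 12 held most of the radial glia or astroglia-like cells of both libraries (77.3% and 68.5%). Cluster 17 was left unnamed by a rule set after seeing the data, because its genes joined MGE interneuron markers with excitatory neuron markers. It held 192 WT cells (1.41% [1.22 to 1.62%, exact binomial interval]) and 339 cDKO cells (2.31% [2.07 to 2.56%]), of which Scrublet called 68.8% and 59.0% doublets.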

We identified 24 different clusters, including excitatory neurons, neural progenitors, microglia as well as MGE and CGE-derived INs, which were visualized by uniform manifold approximation and projection (UMAP) (Figure 1B and C; Becht et al., 2019). We assigned the cell identities to each cluster based on the expression of established marker genes (Figure 1—figure supplements 2 and 3, Figure 1—source data 1; Loo et al., 2019; Mi et al., 2018; Tasic et al., 2018). MGE-derived INs were in cluster 1, based on marker gene co-expression, including *LIM homeobox 6* (*Lhx6*), *Maf*, *Mafb* and *neurexophilin 1* (*Nxph1*) (Figure 1E, Figure 1—figure supplement 2, Figure 1—source data 1). 

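Both deleted genes were much lower in the MGE interneuron-like cells of the cDKO. *Maf* (ENSMUSG00000055435), which encodes a basic leucine zipper transcription factor, had 4.17 UMIs per 10000 [4.01 to 4.33] in WT and 0.978 [0.896 to 1.07] in the cDKO. This is a ratio of 0.235 [0.213 to 0.258] and an ln ratio of −0.97 ± 0.05. For *Mafb* (ENSMUSG00000074622), its paralog, the levels were 3.54 [3.40 to 3.69] in WT and 0.306 [0.261 to 0.357] in the cDKO. The ratio was 0.0864 [0.0732 to 0.101] and the ln ratio −1.26 ± 0.05 (−2.23 with a pseudocount of 0.1). In WT, *Maf* was also found in microglia or macrophage-like cells (3.02 UMIs per 10000) and in CGE interneuron-like cells (1.78), and lay between 0.0431 and 0.383 in the other 11 classes. *Mafb* lay between 0.0848 in Cajal-Retzius-like cells and 0.667 in microglia or macrophage-like cells outside the MGE class. The cDKO/WT ratio of *Maf* was 0.95 [0.805 to 1.12] in CGE interneuron-like cells and 1.04 [0.860 to 1.26] in microglia or macrophage-like cells. That of *Mafb* was 1.10 [0.728 to 1.66] in the latter and 0.505 [0.303 to 0.819] in the former. At least 1 *Maf* UMI was found in 76.5% of the WT and 16.3% of the cDKO MGE interneuron-like cells (46.0% and 9.53% with every cell thinned to 1500 UMIs, a depth that all the cells reached). The background level came from the excitatory neuron-like cells, with 2.76% and 1.27% (0.824% and 0.306% thinned). The corresponding shares for *Mafb* were 63.9% and 6.47% (35.2% and 3.60% thinned) against 8.58% and 2.74% (2.00% and 0.636% thinned). The median depth was 4020 UMIs in WT and 4270 in cDKO MGE interneuron-like cells, and 6415 and 7156 in excitatory neuron-like cells. In GRCm38, *Maf* lies on the minus strand of chromosome 8 from 115682942 to 115707794 and *Mafb* on the minus strand of chromosome 2 from 160363703 to 160367065. The 3' tags that were counted may lie outside the part removed by *Cre*, whose extent the paper's text does not give, so the UMIs left in the cDKO do not measure how many cells kept an intact gene. An exon of *Maf* also overlaps the antisense gene *Gm15655*, and whether counting used strand is not stated.

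**Figure D1:**
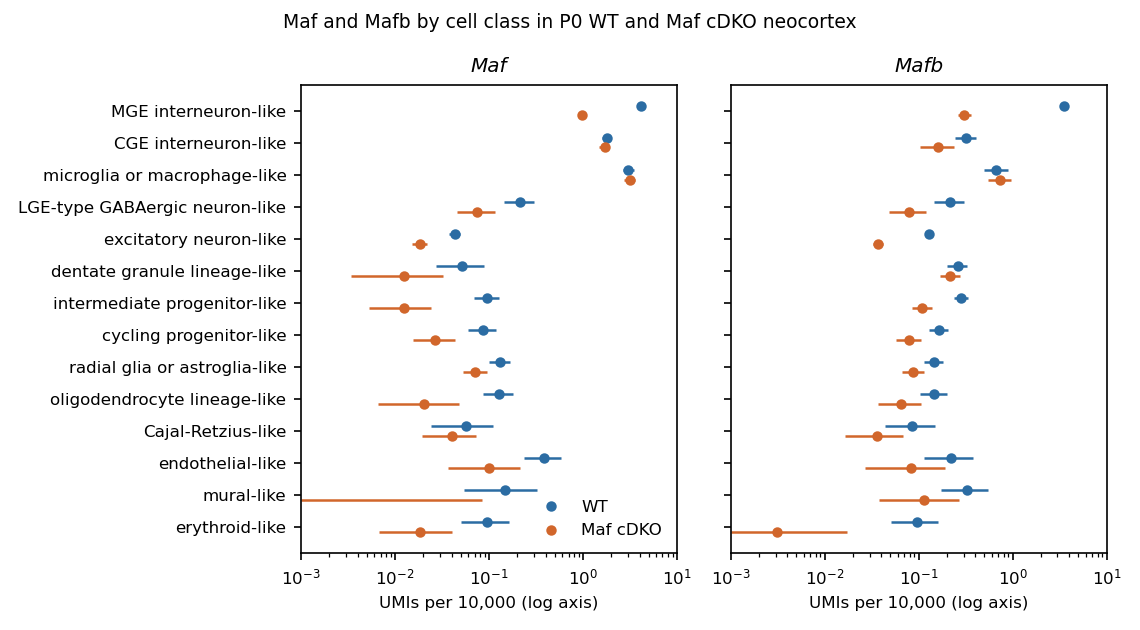
UMIs of *Maf* and *Mafb* per 10000 UMIs (log axis) in each of the 14 named classes, with WT in blue, *Maf* cDKO in orange and bars giving exact 95% Poisson intervals. In MGE interneuron-like cells both genes sit well below WT in the cDKO, whereas in microglia or macrophage-like cells the intervals of the genotypes overlap for both genes. Both genes also sit lower in the cDKO in most other classes, at lower levels.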

We performed fluorescent in situ hybridization (FISH) to confirm the specificity of *Nxph1* expression within the *Nkx2.1*-lineage by co-labeling *Nxph1* and *Nkx2.1-Cre* driven *tdTomato* (Figure 1—figure supplement 4).

**Figure 1.**
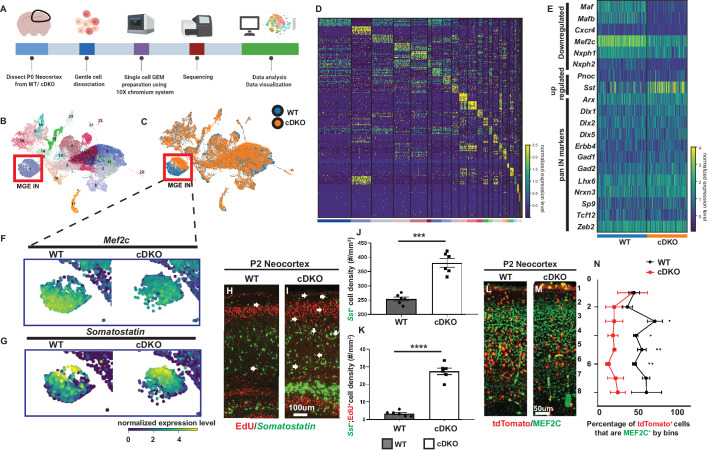
Single cell transcriptomic analysis of P0 WT and *Maf* cDKO neocortex. (**A**) Experimental design for 10X genomics analysis of the P0 WT and *Maf* cDKO neocortex. Neocortical tissues were dissociated for single cell gel bead-in-emulsion (GEMs) particle preparation, followed by cDNA library preparation, sequencing and data analysis. (**B**) UMAP plot of WT and cDKO cells, color coded with cluster identities (see Figure 1—figure supplement 2). (**C**) UMAP plot of WT and cDKO cells, color coded with genotypes; cluster one are MGE INs. Note the genotype separation of the cells in cluster 1 (left bottom), but not other clusters, suggesting the lack of non-cell autonomous effects of the *cDKO*. (**D**) Heatmap showing cluster identities with corresponding marker genes. (**E**) Heatmap of cluster 1 cells from WT and cDKO showing average expression of selected MGE IN markers and pan-IN markers. Note the nearly full depletion of *Mafb* and *Maf* and increased expression of *Sst*, and the decreased expression of *Mef2c*, while other MGE-derived IN markers such as *Dlx1/2/5*, *Gad2* and *Lhx6* were not changed. This suggests that the deletion of *Maf*s in the MGE-lineage does not lead to a gross change in MGE-derived IN fate. (**F–G**) Enlarged feature plots showing the expression of *Mef2c* (**F**) and *Sst* (**G**) from WT and cDKO from cluster 1. (**H–I**) FISH in *Sst* together with EdU labeling showing the amount of E15.5 born MGE-derived CINs that became *Sst*^+^ in WTs and cDKOs. Arrows point to the cells that are EdU^+^;*Sst*^+^. (**J**) Quantification of *Sst*^+^ CINs at P2 WT and cDKO neocortex. (**K**) Quantification of EdU^+^;*Sst*^+^ CINs at P2 WT and cDKO neocortex. (**L–M**) Immunofluorescent staining of MEF2C colocalized with *Nkx2.1-cre*-driven tdTomato reporter. P2 *Maf* cDKOs have decreased MEF2C expression (**M**) compared to WTs (**L**). (**N**) Quantification of the proportion of tdTomato^+^ CINs that were MEF2C^+^ by bins. N = 3–4 animals per group and multiple brain sections were used for quantification. Scale bar in (**I**) = 100 um and in (**M**) = 50 um. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Figure 1—source data 1.Cluster marker gene list Here we provide a list of genes that were used to define each cluster’s identity.

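In MGE interneuron-like cells *Dlx1*, *Dlx2*, *Dlx5*, *Gad2* and *Lhx6* were all higher in the cDKO, each by more than its counting error. *Dlx1*, a homeobox gene of GABAergic neurons, had a cDKO/WT ratio of 1.70 [1.57 to 1.84] and an ln ratio of 0.38. *Lhx6*, a LIM homeobox gene of MGE-derived INs, had a ratio of 1.50 [1.41 to 1.59] and an ln ratio of 0.32. The ratio was 1.35 [1.23 to 1.47] for *Dlx5*, 1.21 [1.12 to 1.31] for *Gad2*, which encodes a GABA-synthesizing enzyme, and 1.1 [1.07 to 1.24] for *Dlx2*. Of 12 pan-IN genes, 12 were higher and 0 lower in the cDKO, from *Dlx6* (1.07 [0.823 to 1.40]) and *Nrxn3* (1.10 [1.04 to 1.17]) to *Slc32a1*, the vesicular GABA transporter (1.66 [1.51 to 1.84]), and *Dlx1*. Their median ln ratio, here of summed UMIs with 0.5 added, was 0.18, at percentile 99.9 of 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test. In excitatory neuron-like cells, which should lack these genes, the median of the same list was 0.36. Of 14 transcription factors of MGE-derived INs, 8 were higher and 6 lower, with a median of 0.05 at percentile 89.8 (0.20 in excitatory neuron-like cells). *Mafb* and *Maf* were the lowest, and *Npas1* (1.43 [1.28 to 1.60]) and *Lhx6* the highest. The median of this list ran from 0.0069 over genes with at least 30 UMIs in each library to 0.10 at a mitochondrial limit of 5%. The study chose 2 of the 12 and 4 of the 14 genes from these libraries. The class was also taken by an *Lhx6* gate, as all cells with a UMI of *Lhx6* and a UMI of *Gad1*, *Gad2*, *Dlx1*, *Dlx2*, *Dlx5* or *Dlx6os1*. The ln ratios of *Dlx2* and *Gad2* were then −0.06 and −0.02, and those of *Dlx1* and *Dlx5* were 0.25 and 0.08 (*Dlx5* 0.19 in the cluster). The median of the 12 pan-IN genes was 0.01, and the ln ratio of *Lhx6* was 0.07. The gate selects cells by *Lhx6* and by several of the pan-IN genes themselves, so these values do not measure how those genes differed. *Dlx1* and *Slc32a1* overlap antisense exons, so their counts are uncertain where strand was not used.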

**Figure 1—figure supplement 1.**
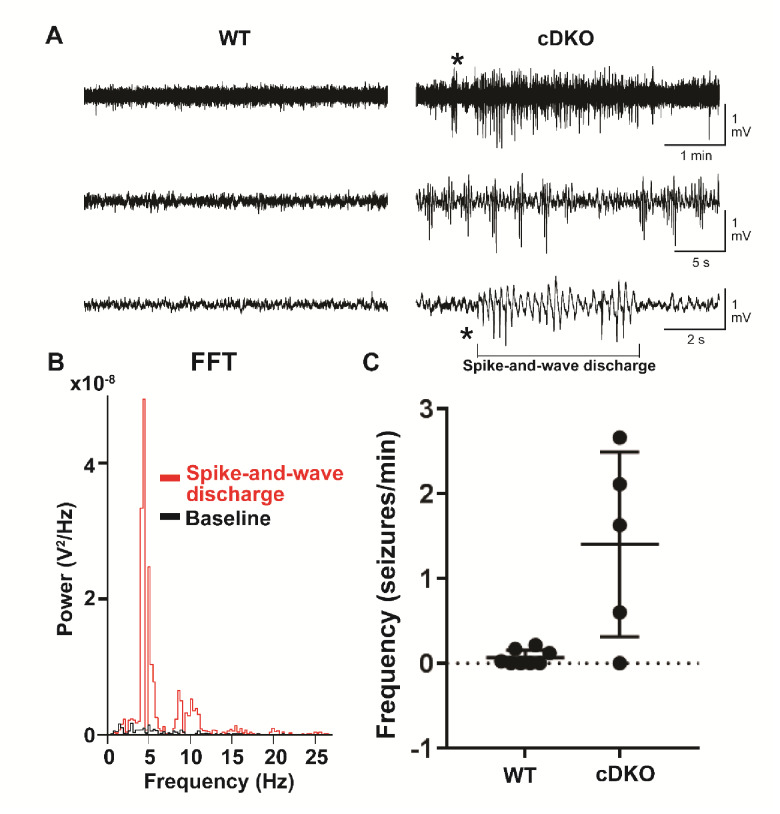
Adult *Maf* cDKO animals have spontaneous non-motor seizure activities. (**A**) Representative EEG recordings from freely behaving WT and *Maf* cDKO mice. Note the presence of epileptic discharges in the cDKO but not the WT mouse. The epileptic episode indicated by the asterisk was expanded in the bottom trace to illustrate the spike-and-wave discharge characteristic of typical absence type seizures. (**B**) Fast-Fourier transform of the spike-and-wave discharge (red) illustrated in panel (**A**), and the preceding baseline EEG activity (black). (**C**) Quantification of the frequency of epileptiform events in freely behaving WT (n = 7 mice) and cDKO (n = 5 mice) mice.

**Figure 1—figure supplement 2.**
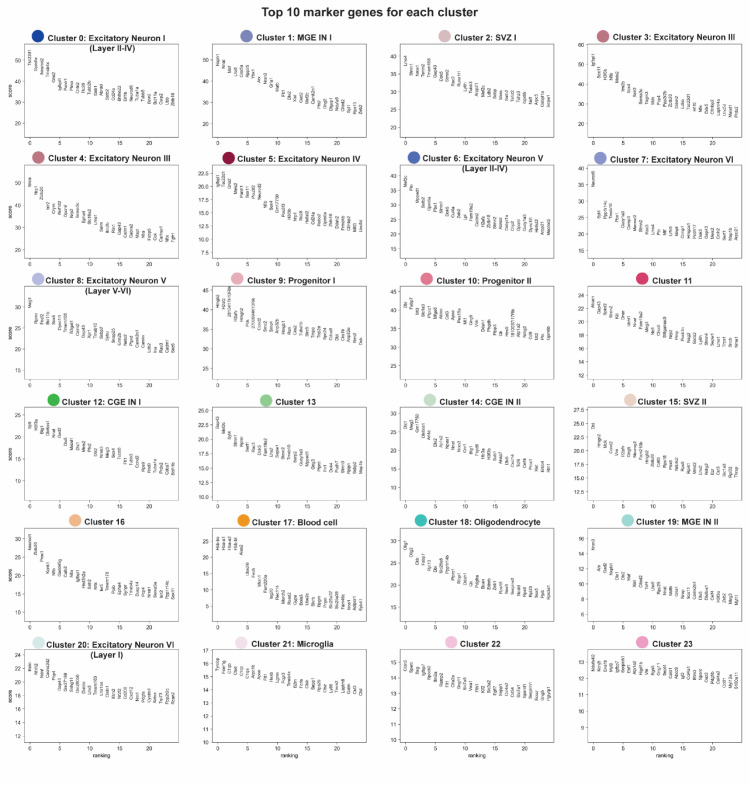
Top 10 ranked marker genes for each cluster. Each panel shows the cluster number, each cluster’s corresponding color that matched the cluster localization in Figure 1B, and each cluster’s top 10 ranked marker genes.

**Figure 1—figure supplement 3.**
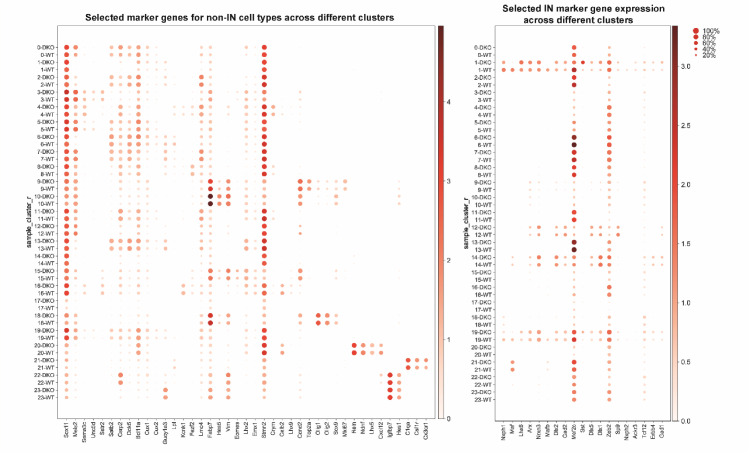
Dotplots of non-IN and IN population by selected marker genes. Dotplots showing non-IN population (left) and IN population (right) of WT and cDKO based upon selected marker genes. The darkness of the dot positively corresponds to gene expression level and the size of the dot corresponds to the proportion of the cells within each cluster that express specific marker genes.

**Figure 1—figure supplement 4.**
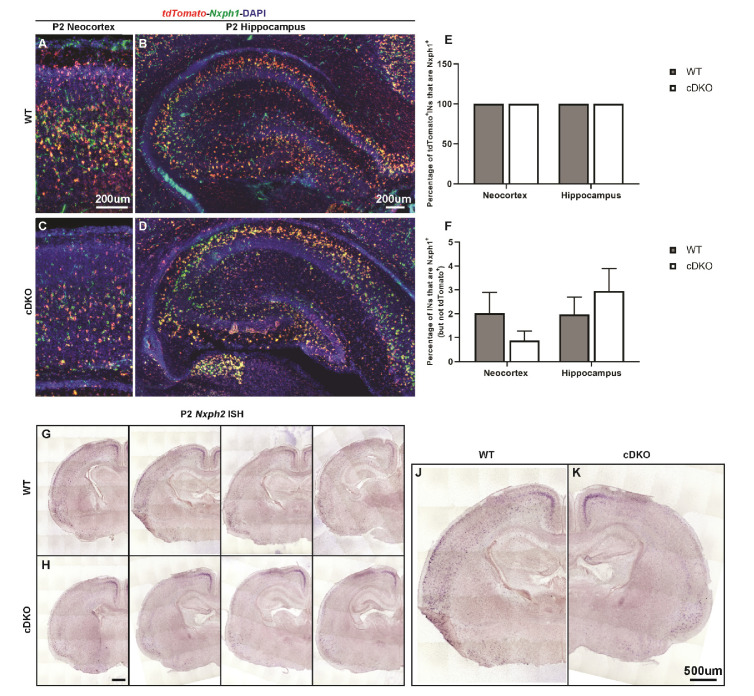
*Nxph1-tdTomato* double FISH and *Nxph2* ISH. (**A–D**) *Nxph1-tdTomato* double FISH on P2 WT (**A–B**) and cDKO (**C–D**) neocortex/hippocampus. (**E**) Quantification of the percentage of *tdTomato*^+^ INs that were *Nxph1*^+^ by regions. (**F**) Quantification of the percentage of the *Nxph1*^+^ INs that were not *tdTomato*^+^ by regions. These data demonstrate the high specificity of *Nxph1* labeling in the *Nkx2.1-cre* lineage. (**G–K**) *Nxph2* ISH on P2 WT (**G, J**) and cDKO (**H, K**) brain sections. Note in the WT, *Nxph2* labels a subset of INs both in the deep neocortex and in the hippocampus, and the expression of *Nxph2* is diminished in the cDKO. Scale bar in (**A**) and (**B**) = 200 um; (**H**) and (**K**) = 500 um. N = 3–4 per groups.

**Figure 1—figure supplement 5.**
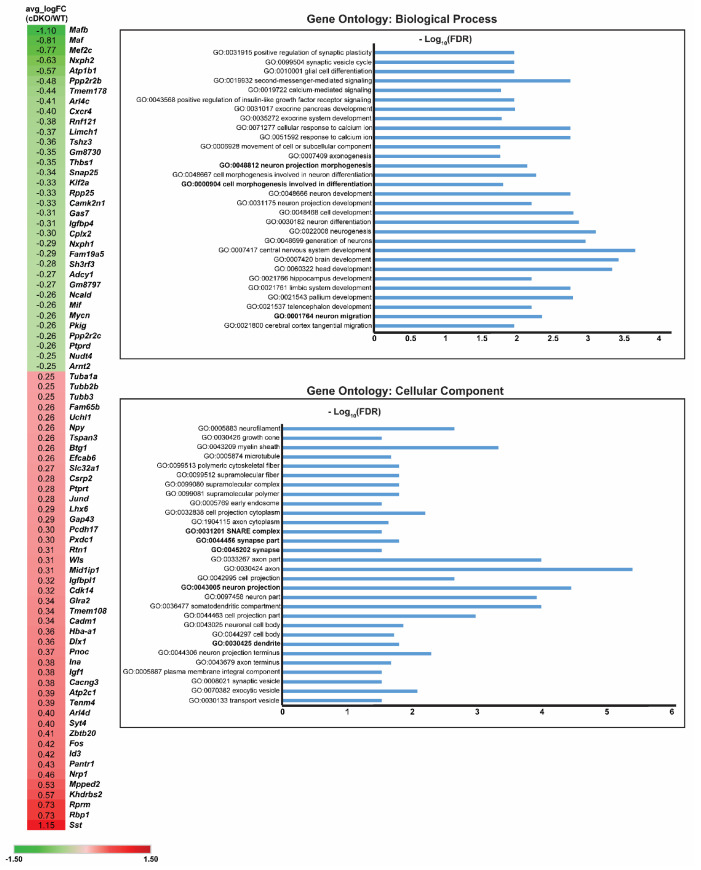
DEX gene list and Gene Ontology analysis on DEX genes Heatmap showing the DEX gene list of the MGE IN population (cluster 1) when compared cDKO to WT. (Left) Numbers listed corresponds to Log (FoldChange) values. Green color represents genes downregulated in the *Maf* cDKO, while red color represents genes upregulated in the *Maf* cDKO. (Right) Gene ontology analysis of the DEX genes based upon biological processes and cellular components.

**Figure 1—figure supplement 6.**
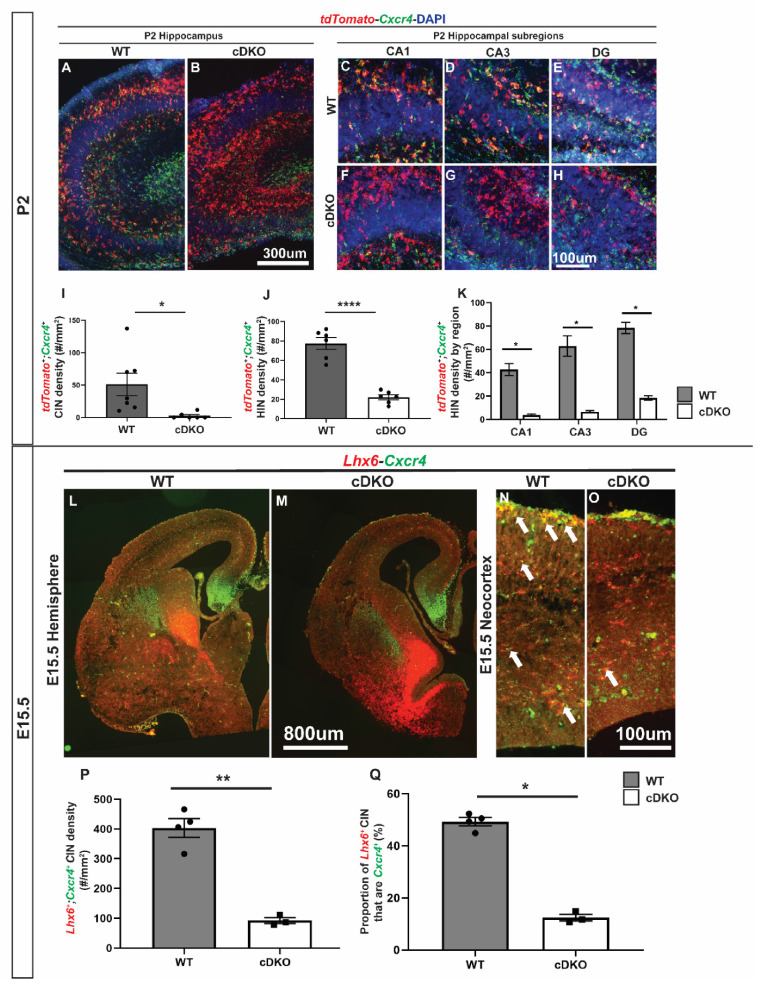
Downregulation of *Cxcr4* expression at E15.5 and P2 in the *Maf* cDKO. (**A–B**) double FISH of *tdTomato* and *Cxcr4* on P2 WT (**A**) and cDKO (**B**) hippocampus. (**C–H**) Higher magnification images from WT and cDKO that show *tdTomato* and *Cxcr4* expression in CA1 (**C,F**), CA3 (**D,G**) and DG (**E, H**). (**I**) Quantification of the *tdTomato^+^;Cxcr4^+^* IN cell density in the neocortex. (**J**) Quantification of the *tdTomato^+^;Cxcr4^+^* IN cell density in the hippocampus. (**K**) Quantification of the *tdTomato^+^;Cxcr4^+^* HIN cell density by hippocampal regions. (**L–O**) double FISH of *Lhx6* and *Cxcr4* on E15.5 WT (**L, N**) and cDKO (**M, O**) hemispheres and higher magnification in neocortex. Arrows point to the *Lhx6^+^* CINs that are *Cxcr4^+^.* (**P**) Quantification of the density of CINs that are *Lhx6* and *Cxcr4* double positive. (**Q**) Quantification of the proportion of *Lhx6^+^* CINs that are *Cxcr4^+^*. Scale bar in (**B**) = 300 um, (**H**) and (**O**) = 100 um and (**M**) = 800 um. N = 3–4 per groups for the P2 experiment and N = 2 for the E15.5 experiment. *p<0.05, **p<0.01, ****p<0.0001. Cell density was compared using Welch’s t test while the proportion comparison was done using Mann-Whitney test.

**Figure 1—figure supplement 7.**
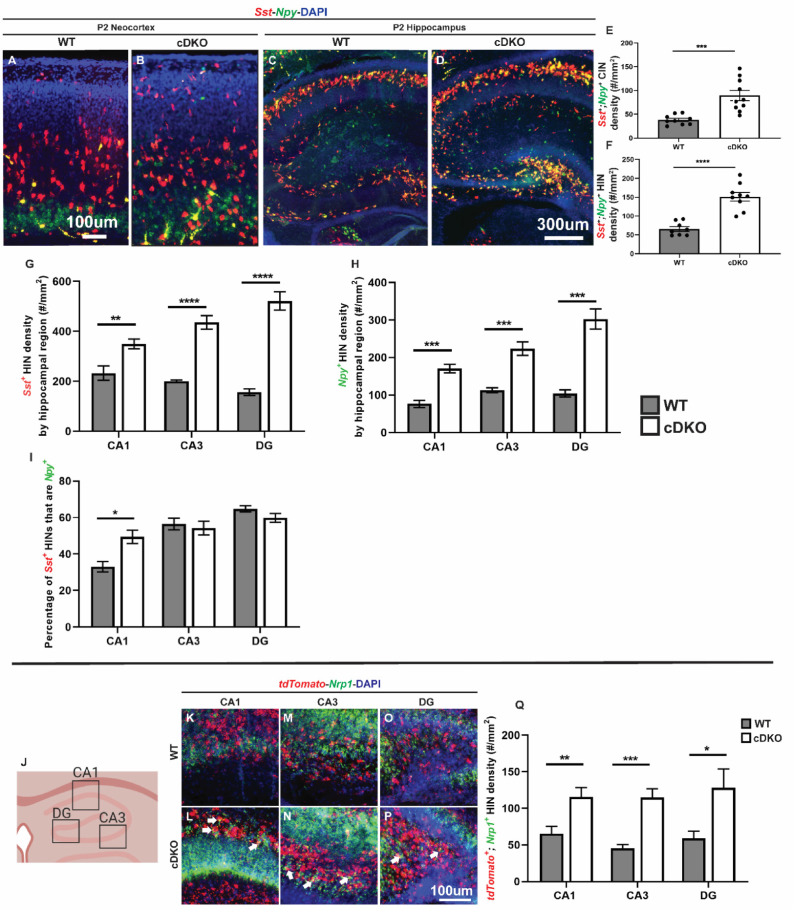
*Maf* cDKO has increased *Sst^+^/Npy^+^/Nrp1^+^* expressing HINs. (**A–B**) Double FISH of *Sst* and *Npy* on P2 WT (**A**) and cDKO (**B**) neocortex. (**C–D**) Double FISH of *Sst* and *Npy* on P2 WT (**C**) and cDKO (**D**) hippocampus. (**E–F**) Quantification of the *Npy*^+^; *Sst*^+^ CIN density (**E**) and HIN density (**F**). (**G–H**) Quantification of the HINs that are either *Sst*^+^ or *Npy*^+^ by region. (**I**) Quantification of the percentage of *Sst*^+^ HINs that are *Npy*^+^ by region. (**J**) Cartoon schema illustrating the hippocampal regions used for quantification. (**K–P**) FISH images from P2 WT and cDKO that show *tdTomato* and *Nrp1* expression in CA1 (**K, L**), CA3 (**M, N**) and DG (**O, P**). Arrows point to the *tdTomato*^+^ HINs that are *Nrp1*^+^. (**Q**) Quantification of the *tdTomato^+^;Nrp1^+^* IN cell density by hippocampal regions. Note that the HINs in the pyramidal cell layer were excluded from the quantification. Scale bar in (**A**) and (**P**) = 100 um and (**D**) = 300 um. N = 3 per groups per experiment for analysis. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Cell density was compared using Welch’s t test while the proportion comparison was done using Mann-Whitney test.

There were no obvious transcriptomic changes in neural progenitors, excitatory neurons, oligodendrocytes, microglia and the CGE-derived IN population between WT and cDKO (Figure 1B and C). This suggests no gross non-cell autonomous effects exerted by loss of *Maf* and *Mafb* in the *Nkx2.1-Cre*-lineage. However, the MGE-derived IN population (cluster 1) showed clear differences between WT and cDKO (Figure 1C). 

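Outside the MGE class, the genes with the most extreme cDKO/WT ratios were largely the same from class to class. *Gm10260* had the lowest ln ratio in 9 of the 10 other classes compared (−1.94 in oligodendrocyte lineage-like cells to −1.51 in Cajal-Retzius-like cells, and −0.39 in erythroid-like cells). *PISD*, *Gm10036* or *Gm10320* were among the 3 highest in each class but the erythroid-like one. *Gm10260*, *Gm10036*, *Gm10320* and *Rps18-ps3* share sequence with near-identical genes, and since reads could not be examined their counts are uncertain. Genes more particular to a class were *Zic1*, a zinc finger transcription factor gene, in LGE-type GABAergic neuron-like cells (ln ratio 0.80 ± 0.07, from 18 WT and 426 cDKO UMIs) and the metallothionein gene *Mt3* in cycling progenitor-like cells (−0.82 ± 0.04). Others were *S100a16* in oligodendrocyte lineage-like cells (−0.74 ± 0.09), *Fam210b* in radial glia or astroglia-like cells (−0.62 ± 0.06) and *Gpx1* in erythroid-like cells (−0.42 ± 0.08). *Rnf121* was among the 3 lowest in excitatory neuron-like cells (−0.63 ± 0.02) and CGE interneuron-like cells (−0.69 ± 0.10). Hemoglobin transcripts differed between the libraries in opposite directions by class, with an ln ratio of *Hba-a1* of 1.13 ± 0.07 in dentate granule lineage-like cells and of *Hbb-bs* of −0.57 ± 0.04 in intermediate progenitor-like cells. They count as uncertain because the paralogs share sequence. The spread of ln ratios over genes with at least 100 UMIs in each library, beyond what counting error gives, was an SD of 0.193 in MGE interneuron-like cells over 5636 genes. It was 0.180 in excitatory neuron-like, 0.176 in erythroid-like, 0.155 in LGE-type GABAergic neuron-like, 0.146 in cycling progenitor-like, 0.140 in intermediate progenitor-like, 0.138 in oligodendrocyte lineage-like and 0.135 in CGE interneuron-like cells. Another class had a larger spread under 3 alternatives, erythroid-like cells without the doublets (0.227 against 0.193) and with the *Lhx6* gate (0.193 against 0.191), and excitatory neuron-like cells at a minimum of 30 UMIs (0.22 against 0.219). With the ratios taken less their median over the other classes, a choice made after seeing the data, the spread was 0.128 in MGE interneuron-like cells and 0.141 in LGE-type GABAergic neuron-like cells. It was 0.127 in erythroid-like, 0.101 in dentate granule lineage-like, 0.0927 in oligodendrocyte lineage-like, 0.0838 in Cajal-Retzius-like, 0.0820 in cycling progenitor-like, 0.0816 in radial glia or astroglia-like, 0.0726 in excitatory neuron-like, 0.0684 in intermediate progenitor-like and 0.0611 in CGE interneuron-like cells. The gene sets differ in number, 388 in erythroid-like, 2169 in LGE-type, 2370 in CGE interneuron-like and 11012 in excitatory neuron-like cells, so the order of the classes does not compare like with like. The spread was taken on ratios of summed UMIs, without the pseudocount of 1. No 2 animals of the same genotype were compared, so the spread that animals or libraries give without a deletion is not known. Of the 79 genes in the heat map of Figure 1—figure supplement 5, 59 had the paper's direction in CGE interneuron-like cells, with a median ln ratio in that direction of 0.06, and 59 in excitatory neuron-like cells, with a median of 0.02. That list was chosen by the study on these samples, so its direction is not independent evidence. The pseudocount of 1 in these ln ratios holds genes scarce in a class near 0, so the medians do not show that the genes were unchanged there. The microglia or macrophage-like cells had fewer than 100 cells in either library and are not part of the spread.

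**Figure D2:**
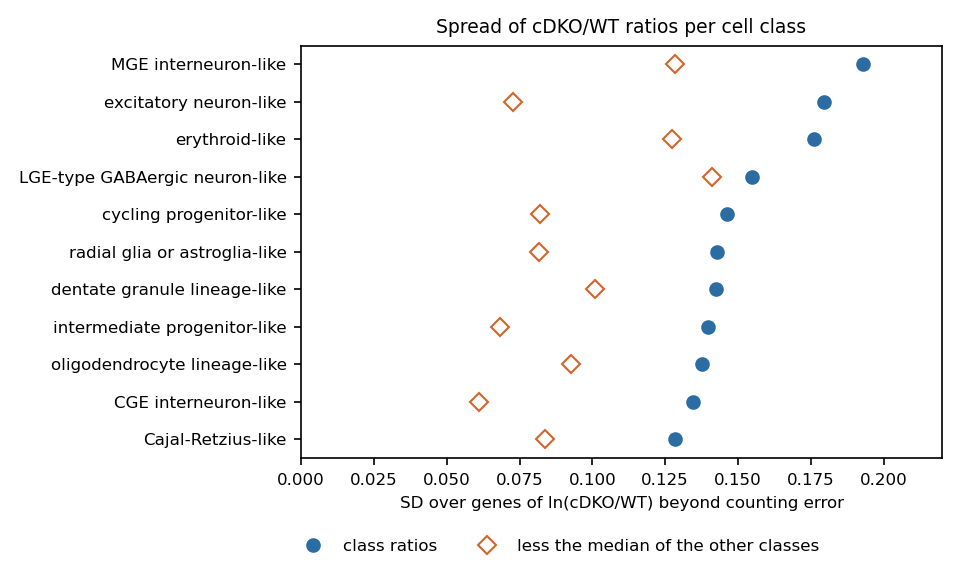
Spread of ln(cDKO/WT) over genes beyond counting error (SD, horizontal axis) in the 11 classes with at least 100 cells in each library, for the ratios of each class (blue) and for the ratios less their median over the other classes (orange diamonds). The genes measured differ between classes. MGE interneuron-like cells lie farthest right in blue and LGE-type GABAergic neuron-like cells in orange.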

We performed differential gene expression (DEX) analysis in this MGE-derived IN cluster, and identified 81 differentially expressed (DE) genes, with 47 upregulated (including *Sst*, *Nrp1*, *Pnoc* and *Neuropeptide Y*) and 34 down-regulated (including *Maf*, *Mafb*, *Neurexophilin2*, *Mef2c*, *Cxcr4* and *Snap25*) in the *Maf* cDKO (Figure 1—figure supplement 5). 

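In MGE interneuron-like cells the genes lower in the cDKO included the secreted synaptic ligand *Nxph2* (752 WT and 96 cDKO UMIs, ratio 0.148 [0.119 to 0.183]) and its relative *Nxph1* (0.647 [0.607 to 0.689]), the sodium pump subunit *Atp1b1* (0.32 [0.29 to 0.352]) and the SNARE gene *Snap25* (0.605 [0.554 to 0.660]). Genes higher in the cDKO included *Rprm* (ratio 4.14), the retinol-binding protein gene *Rbp1* (3.99), *Khdrbs2* (3.39), *Mpped2* (2.38) and *Npy*, which encodes neuropeptide Y (1.35 [1.29 to 1.41]). Among *Sst*-positive cells alone *Npy* was lower in the cDKO (ln ratio −0.24 ± 0.04), and in the whole class its ln ratio was 0.08 with the *Lhx6* gate and 0.13 at a mitochondrial limit of 5%. Ranked by ln ratio among 27998 genes, the 10 lowest were *Gm10260*, *Mafb*, *Mef2c*, *Maf*, *Rps18-ps3*, *Rnf121*, *Atp1b1*, *Nxph2*, *Gm8797* and *Rbm3*. The 10 highest were *Sst*, *PISD*, *Gm10036*, *Rprm*, *Rbp1*, *Mpped2*, *Hba-a1*, *Khdrbs2*, *Gm10320* and *Hbb-bs*. The ln ratio was −0.68 ± 0.05 for *Nxph2*, −0.75 for *Atp1b1*, −0.32 ± 0.05 for *Snap25*, 0.81 for *Rprm* and 0.32 ± 0.04 for *Npy*. With a pseudocount of 0.1 it was −1.63 for *Nxph2*, 1.38 for *Rprm*, 1.24 for *Rbp1* and 1.14 for *Khdrbs2*. Of the 79 genes of the heat map, 78 had the direction that Figure 1—figure supplement 5 gives (33 of the 34 lower and 45 of the 45 higher ones). The exception was *Gm8730*, which shares sequence with *Rplp0*. Since the study drew them from these libraries, this is not independent evidence of their direction. Over the other classes their median ln ratio in the paper's direction was 0.02, against 0.38 here, and by that median only *Gm8797* reached 50% of its MGE ratio (−0.47 against −0.64). In single classes more genes did, 10 in LGE-type GABAergic neuron-like, 9 in CGE interneuron-like, 7 in Cajal-Retzius-like, 7 in dentate granule lineage-like and 4 or fewer in each other class. *Gm8730*, opposite to the paper's direction, had 0.41 there against 0.26 here. Transcripts of other cell types were also higher in the MGE interneuron-like cells of the cDKO. The 4 hemoglobin genes had a median ln ratio of 0.60, from *Hba-a2* (ratio 1.71) to *Hba-a1* (2.02), and 14 excitatory neuron marker genes had a median of 0.34 ± 0.10. *Rprm* is itself among these 14 markers and among the leading genes of an excitatory neuron-like cluster, so its rise was not separated from theirs. The hemoglobin median was 0.24 without the doublets, 1.09 with no mitochondrial limit and 1.54 with 2000 variable genes. Of 19 immediate early and stress genes, 18 were higher and 1 lower, with a median of 0.61 at percentile 100 (0.05 in excitatory neuron-like cells), from the chaperone gene *Hspa8* (0.994 [0.967 to 1.02]) and *Ier5* (1.02 [0.839 to 1.25]) upward. *Fos* had a ratio of 2.54 [2.30 to 2.81], and *Atf3* and *Hspa1b* had 0 WT and 2 cDKO UMIs each. The median of this list was 0.36 over the 11 genes with at least 30 UMIs in each library, and 0.33 with the mixed cluster counted in, a choice made after seeing the data. The counts of *Rps18-ps3*, *Gm8797*, *Hba-a1* and *Hbb-bs* are uncertain because near-identical genes share their sequence. Those of *Atp1b1* and *Rbm3* are uncertain because they overlap antisense exons. From the difference in this class and the lack of obvious change in the others (Figure 1B and C), the paper proposes that loss of *Maf* and *Mafb* had no gross non-cell autonomous effect. It took the genes that differed here as candidate targets.

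**Figure D3:**
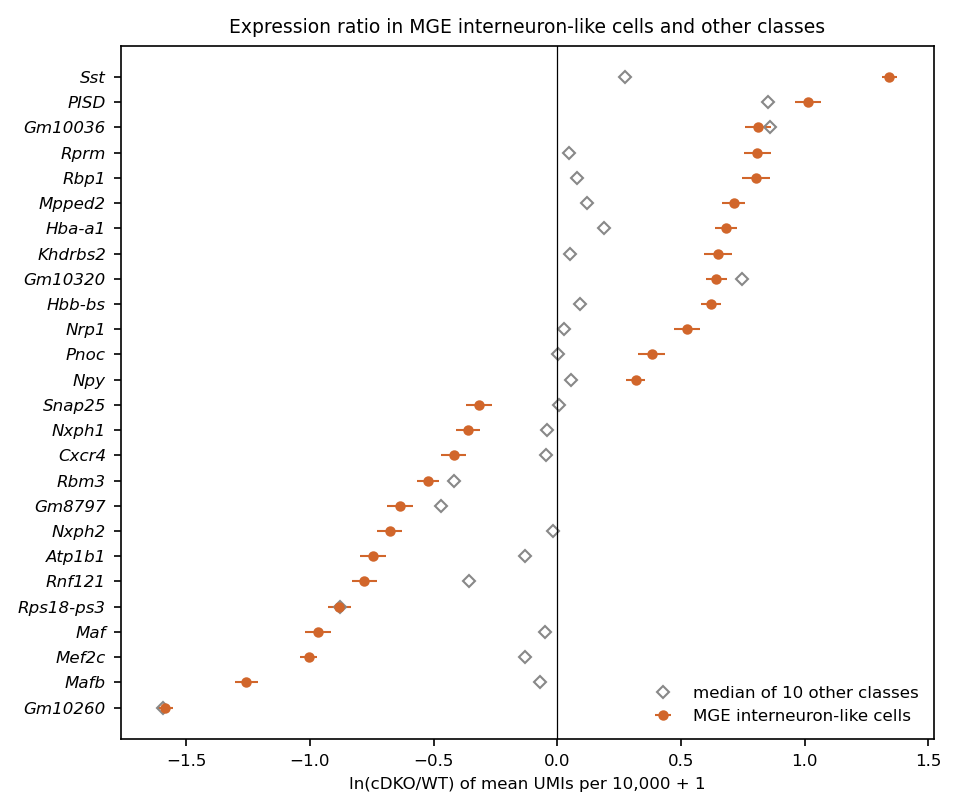
Natural log of the cDKO/WT ratio (horizontal axis) for 26 genes in MGE interneuron-like cells (orange, with bars of 95% counting error) and the median over the 10 other classes (grey diamonds). *Sst* lies farthest to the right and *Mafb*, *Mef2c* and *Maf* are among those farthest to the left. Most grey diamonds lie near 0, where the pseudocount of 1 holds genes that are scarce in the other classes whatever their ratio.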

We performed either immunohistochemistry or FISH to confirm the pattern of gene expression changes between control and cDKOs, including *Mef2c*, *Sst*, *Neurexophilin2* (*Nxph2*), *Cxcr4*, *Neuropeptide Y* (*Npy*) and *Nrp1* (Figure 1F–N, Figure 1—figure supplements 4–7). 

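Genes of the neuronal cytoskeleton were mostly higher in the MGE interneuron-like cells of the cDKO, whereas those of synaptic vesicles, ion channels and receptors went both ways. Of 22 neurite cytoskeleton genes, 17 were higher and 5 lower, with a median ln ratio of 0.16 (percentile 100, and −0.02 in excitatory neuron-like cells). They ran from the kinesin gene *Kif2a* (ratio 0.512 [0.459 to 0.571]) and *Nefm* (0.725 [0.476 to 1.09]) to *Dync1i1* (1.44 [1.18 to 1.75]) and the neurofilament gene *Ina* (2.11 [2.0 to 2.26]). Of 26 SNARE and synaptic vesicle genes, 11 were higher and 15 lower, with a median of −0.02 (percentile 22.1; 0.01) that ran from −0.08 without the doublets to −0.0069 with 2000 variable genes. The complexin gene *Cplx2* had a ratio of 0.472 [0.419 to 0.531] and *Vamp1*, with 14 and 7 UMIs, 0.580 [0.198 to 1.54]. The synaptotagmin gene *Syt4* had 2.18 [1.99 to 2.39] and *Slc17a6*, a vesicular glutamate transporter of excitatory neurons, 3.65 [1.50 to 10.1] from 7 and 22 UMIs. Ion channel and pump genes divided evenly, 13 higher and 13 lower of 26 measured, with a median of 0.0029 (percentile 25.6; 0.02). It turned to −0.05 at a mitochondrial limit of 5% and to −0.03 without the doublets and with DESeq2 size factors. At resolution 1.5, in the clustering without the heat map genes and with TMM factors it was −0.02, and with the *Lhx6* gate 0.12. Their lowest member was *Atp1b1*, followed by the calcium channel subunit gene *Cacna2d2* (0.368 [0.291 to 0.463]), and their highest were *Cacna1e* (1.43 [1.06 to 1.93]) and *Cacng3* (2.13 [1.90 to 2.41]). Among 21 glutamate and GABA receptor genes, 8 were higher and 13 lower, with a median of −0.08 (percentile 2.35; 0.03). It turned to 0.0029 in the clustering without the heat map genes, and was −0.02 with no mitochondrial limit and −0.19 with the gate. The AMPA receptor gene *Gria3* had a ratio of 0.500 [0.389 to 0.640] and the NMDA receptor gene *Grin3a* 0.658 [0.508 to 0.849]. The ratio was 2.04 [1.63 to 2.56] for the kainate receptor gene *Grik2* and 2.64 [2.27 to 3.07] for *Gabra2*, a GABA receptor subunit. The study drew 6 of the cytoskeleton genes, 4 of the vesicle genes, 2 of the channel genes and 1 of the receptor genes from these libraries. The genes *Kif2a*, *Nefm*, *Ina*, *Syt4* and *Cacna2d2* overlap antisense exons, which leaves their counts uncertain.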

Gene ontology analysis, based upon cellular components, showed that most dysregulated genes are involved in synapse formation, neurite projection and neuronal maturation. Thus, the transcriptomic analysis provides molecular insights into the *Maf* cDKOs cellular phenotypes (Figure 1—figure supplement 5; Ge et al., 2020; Pai et al., 2019).

### Loss of *Maf* and *Mafb* leads to decreased MEF2C expression and increased *Sst^+^* CINs

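*Mef2c* and *Sst* differed in opposite directions between the genotypes in the MGE interneuron-like cells. *Mef2c* (ENSMUSG00000005583, chromosome 13 from 83504034 to 83667080 in GRCm38), a MADS-box transcription factor gene, had 16.4 UMIs per 10000 [16.1 to 16.7] in WT and 5.77 [5.56 to 5.97] in the cDKO. This is a ratio of 0.352 [0.338 to 0.366] and an ln ratio of −1.01 ± 0.04. *Sst* (ENSMUSG00000004366, chromosome 16 from 23889573 to 23890958), which encodes somatostatin, had 7.38 [7.17 to 7.6] in WT and 28.8 [28.4 to 29.3] in the cDKO. This is a ratio of 3.91 [3.78 to 4.04] and an ln ratio of 1.34 ± 0.03. *Mef2c* ranked 3 from the lowest ln ratio (2 without the 13 genes whose median over the other classes was at least 0.4 in size) and *Sst* ranked 1 from the highest. In CGE interneuron-like cells the ratio of *Mef2c* was 0.885 [0.803 to 0.977], and in excitatory neuron-like cells, which express *Mef2c* themselves, 0.831 [0.823 to 0.840]. It was lower in other classes, 0.592 [0.500 to 0.700] in endothelial-like (64 WT and 67 cDKO cells), 0.704 in erythroid-like, 0.705 [0.655 to 0.758] in radial glia or astroglia-like and 0.777 in LGE-type GABAergic neuron-like cells, and was above 1 only in mural-like cells (1.23). The excitatory neuron-like class pools 9 clusters, of which cluster 5, led by *Mef2c*, held 7.69% of the WT and 4.82% of the cDKO cells. The ratio in that class can thus mix its make-up with the level of *Mef2c*. *Mef2c* UMIs were found in 96.9% of the WT and 80.7% of the cDKO MGE interneuron-like cells (83.8% and 49.8% thinned), against 51.7% and 50.5% of the radial glia or astroglia-like cells (21.6% and 18.1% thinned, median depths 6393 and 7162.5 UMIs). *Sst*-positive cells, with 1 or more *Sst* UMIs, made up 33.2% [30.7 to 35.7%] of the WT and 71.8% [69.0 to 74.4%] of the cDKO MGE interneuron-like cells (21.8% [19.6 to 24.1%] and 59.3% [56.3 to 62.2%] thinned). Excitatory neuron-like cells, which should lack *Sst* and serve as the background, had a *Sst* UMI in 2.98% of WT and 14.3% of cDKO cells (0.786% and 3.28% thinned). *Sst* is among the genes that lead the cluster. In a clustering without the genes of the study's heat map the shares were 32.8% and 71.5% and the ln ratio 1.39.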

Based on DEX analysis, *Mef2c* was the third most down-regulated gene, while *Sst* was the most upregulated gene (Figure 1F–G, S7). To validate the *Mef2c* result, we used immunofluorescence labeling; MEF2C expression was reduced in the tdTomato^+^ CINs across all cortical layers in the P2 cDKOs (Figure 1F and L–N) (Bin 3, 4, 7: p<0.05; Bin 5, 6: p<0.01; Density: p<0.01; Welch’s t test) (tdTomato fluorophore was generated by crossing Ai14 Rosa26-tdTomato *Cre* reporter *with Nkx2.1-Cre;* we will refer to the *Cre* reporter allele as RosaT and the expressed reporter as tdTomato throughout the paper)(Madisen et al., 2010). To validate the *Sst* result, we used FISH; we found both increased *Sst* ISH signal and increased numbers of *Sst*^+^ CINs at P2 in cDKOs as before (Figure 1G and H–J) (*Sst* density: p=0.0001, Welch’s t test) (Pai et al., 2019).

Since the *Maf* cDKO generated excessive *Sst*^+^ CINs at E13.5 (Pai et al., 2019), we also asked if excessive *Sst^+^* CINs were generated at later developmental time points. Thus, we injected EdU in E15.5 pregnant mice and assessed the neocortical *Sst*^+^ INs at P2. There was a > 3 fold increase in *Sst* and EdU double labeled CINs in P2 cDKO neocortices (Figure 1K) (*Sst*-EdU density: p<0.0001; Welch’s t test). Thus, *Maf* cDKOs overproduce *Sst^+^* CINs across development.

### *Maf* and *Mafb* drive *Mef2c* expression to promote PV^+^ CIN generation

Prenatal loss of *Mef2c* reduces the number of PV^+^ CINs (Mayer et al., 2018). Given our finding that *Mef2c* expression is reduced in *Maf* cDKOs (Figure 1), it suggests that *Maf* and *Mafb* are genetically upstream of *Mef2c*. We thus hypothesized that deficits in *Mef2c* potentially underlie the mechanisms causal to the PV^+^ CIN loss in the *Maf* cDKO (this report; Pai et al., 2019). We tested this by increasing MEF2C levels in *Maf* cDKO MGE cells.

To this end, we used an MGE transplantation rescue assay (Vogt et al., 2015; Vogt et al., 2017), which previously showed that the *Maf* cDKO had reduced PV^+^ CINs, recapitulating the cDKO in vivo phenotype (Pai et al., 2019). E13.5 MGEs (RosaT*^+^* or *Maf^f/f^; Mafb^f/f^;* RosaT*^+^*) were dissociated and then transfected with a *Cre*-expressing plasmid to generate tdTomato^+^ WT or cDKO MGE-lineage cells. In parallel, some of the MGE cells were co-transfected with plasmids expressing *Cre* and *Mef2c.* The transfected cells were transplanted into WT P1 neocortices and were assessed 30 days later via SST and PV immunofluorescence (Figure 2A and C–K).

**Figure 2.**
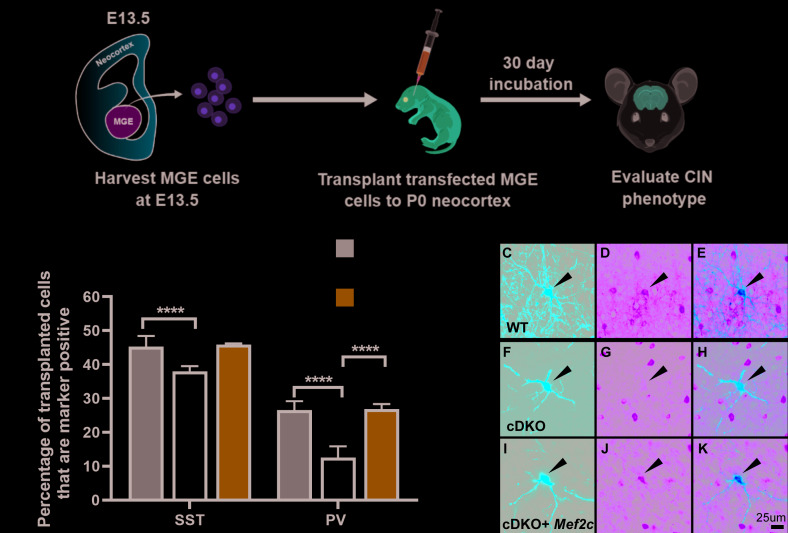
*Mef2c* rescues the deficit of PV CIN production in cDKOs. (**A**) Schema showing the MGE transplantation assay. RosaT^+^ or *Maf^f/f^;Mafb^f/f^;*RosaT^+^ MGE progenitors were dissected at E13.5, followed by transfection of *Cre* or *Cre + Mef2c* (expression vectors) to generate cDKO or cDKO + *Mef2c* MGE cells. We transplanted these cells into P1 WT neocortex and let them mature for 30 days before investigating CIN subtype markers. (**B**) Quantification of the proportion of transplanted WT, cDKO or cDKO with transfected *Mef2c* CINs that express either SST or PV. Note that the cDKO group recapitulated the phenotype of preferential loss of PV CINs; transfection with *Mef2c* rescued the production of PV CINs. *Chi*-square test was used for statistical analysis. (**C–K**) Representative singular cell images for group WT, cDKO and cDKO+*Mef2c* that are labeled with tdTomato and PV. Note that cDKO (**F**) has less complex neurite growing pattern compared to the WT (**C**). Also note the rescue of the PV expression in the cDKO+*Mef2c* (**K**) compared with the cDKO (**H**). Scale bar in (**K**) = 25 um. For SST IN comparison: WT-701 cells, cDKO-627 cells, cDKO+*Mef2c*- 304 cells; For PV IN comparison: WT- 670 cells, cDKO-587 cells, cDKO+*Mef2c* −236 cells. These numbers came from 6 WT animals, 4 cDKO animals and 3 cDKO + *Mef2c* animals. Cells analyzed were converted to contingency table to conduct *Chi*-square test. ****p<0.0001. Error bars represent standard errors of the mean.

**Figure 2—figure supplement 1.**
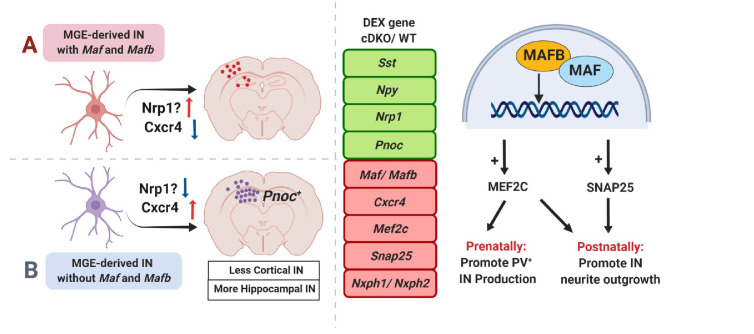
Model. (Left) Loss of *Maf* and *Mafb* in the MGE leads to overproduction of HINs (*Sst^+^* and/or *Pnoc^+^*). (Right) DEX analysis revealed that at P0, *Maf* cDKOs have upregulated expression of *Sst, Npy, Nrp1* and *Pnoc*; downregulated expression of *Maf, Mafb, Mef2c, Cxcr4, Snap25, Nxph1* and *Nxph2*. Our data suggested that prenatally, *Maf* and *Mafb* promote *Mef2c* expression to drive PV IN production; postnatally, *Maf* and *Mafb* regulate *Mef2c* and *Snap25* expression to regulate IN neurite morphogenesis.

The analysis confirmed the preferential loss of PV^+^ CINs in the cDKOs (Pai et al., 2019; Figure 2B). Importantly, we found that *Mef2c* transfection rescued this phenotype, and corrected the SST/PV ratio (Figure 2B and K) (PV population: WT vs. cDKO p<0.0001; cDKO vs. cDKO+*Mef2c* p<0.0001; *Chi*-square test). Together, these data suggest that *Maf* and *Mafb* promote *Mef2c* expression, which in turn promotes the PV^+^ IN fate (Figure 2—figure supplement 1. Model).

### Identification of transcriptomic features of candidate immature PV^+^ INs

Studies have strived to identify transcriptional machinery that differentially controls PV vs. SST IN neurogenesis. Our current study has solidified a transcriptional cascade, *Maf/Mafb* → *Mef2c* → PV, that is involved in this process (Figure 2). However, there are no known early markers that specifically delineate immature PV^+^ INs before PV expression begins (del Rio et al., 1994).

We hypothesize that within MGE-derived INs, the *Sst*-negative (*Sst*^-^) group primarily comprises the future PV^+^ INs, in part since *Sst-IRES-Cre* lineage tracing showed that the majority of the SST^+^ INs remain SST^+^ (Pai et al., 2019; Figure 3—figure supplement 1). We computationally separated WT cluster 1 MGE-derived INs into *Sst^+^* and *Sst^-^* subgroups and evaluated the mean expression of MGE IN markers (Figure 3A). We identified a group of genes that are enriched in the *Sst*^-^ population, by comparing the IN marker expression between the two groups (Figure 3, Figure 3—figure supplement 2). 

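Among the WT MGE interneuron-like cells, *Mef2c* and *Sp9* were the highest in *Sst*-negative over *Sst*-positive cells of the 6 genes *Arl4d*, *Elmo1*, *Igfbp4*, *Mef2c*, *Sp9* and *Tcf12*, all of which were higher in the *Sst*-negative ones. The study chose these 6 from genes higher in the *Sst*-negative cells of this same library, so their direction is not independent evidence. The ln ratio of *Sst*-negative (905 cells with 0 *Sst* UMIs, median depth 3820) over *Sst*-positive cells (449 cells, median depth 4694) was 0.34 ± 0.04 for *Mef2c* and 0.32 ± 0.09 for *Sp9*, a zinc finger transcription factor gene of GABAergic neurons. It was 0.27 ± 0.08 for *Elmo1*, which takes part in cell motility, 0.24 ± 0.08 for *Igfbp4*, which encodes an insulin-like growth factor binding protein, 0.23 ± 0.08 for the basic helix-loop-helix gene *Tcf12* and 0.12 ± 0.08 for *Arl4d*, a small GTPase gene. Beyond these, the genes highest in *Sst*-negative cells were *Hba-a1* (0.86), *Hbb-bs* (0.75), *Hba-a2* (0.47), *Id2* (0.45), *Sox4* (0.36), *Ptprd* (0.30) and *Kcnip2* (0.28). The first 3 of them are hemoglobin genes of erythroid cells with shared sequence. At full depth they had a UMI in no larger a share of *Sst*-negative than of *Sst*-positive cells (22.0% and 24.7% for *Hba-a1*, 39.1% and 47.7% for *Hbb-bs*, 7.18% and 7.35% for *Hba-a2*). Their higher means thus come from more UMIs in the cells that had any. The lowest after *Sst*, which sets the split (−3.03), were *Npy* (−1.62), *Gap43* (−0.70), *Ntm* (−0.38), *Pantr1* (−0.36), the somatostatin receptor gene *Sstr1* (−0.34), *Uchl1* (−0.32), *Neto1* (−0.30), *Bcl11a* (−0.29) and *Stmn2* (−0.29). Of the 42 genes of Figure 3A other than *Sst*, 28 were higher in *Sst*-negative cells, 17 of them by more than counting error, and 9 were lower by more than counting error. *Sp9* had a UMI in 42.5% of the *Sst*-negative and 29.8% of the *Sst*-positive cells (21.7% and 11.9% thinned), against 1.33% of the deeper WT excitatory neuron-like cells (median depth 6415). The thinned cells were split anew by their thinned *Sst* UMIs, which left 21.8% of them *Sst*-positive. The thinned shares of *Sp9* use this split too. The ln ratio was then 0.35 ± 0.08 for *Mef2c*, 0.36 ± 0.16 for *Sp9*, 0.22 ± 0.16 for *Elmo1*, 0.19 ± 0.16 for *Tcf12*, 0.13 ± 0.16 for *Igfbp4* and 0.05 ± 0.17 for *Arl4d*. The last 2 did not differ beyond counting error there, where both the depth and the groups had changed. With a pseudocount of 0.1 the ln ratio was 0.49 for *Sp9*, 0.42 for *Elmo1*, 0.37 for *Igfbp4*, 0.35 for *Tcf12* and 0.23 for *Arl4d*. Between the genotypes, the 8 candidate immature PV genes divided into 4 higher and 4 lower in the cDKO (median ln ratio 0.03, percentile 75.0, and 0.21 in excitatory neuron-like cells). The median turned to −0.12 (percentile 2.36) with the *Lhx6* gate, and to −0.04 with the mixed cluster counted in, a choice made after seeing the data. *Mef2c* and *Igfbp4* (ratio 0.557 [0.499 to 0.621]) were the lowest and *Dlx5* and *Arl4d* (2.18 [1.97 to 2.41]) the highest. Of the cells counted as *Sst*-positive, 132 had 1 *Sst* UMI, which free RNA also gives. *Sox4*, *Sp9*, *Bcl11a* and *Uchl1* overlap antisense exons.

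**Figure D4:**
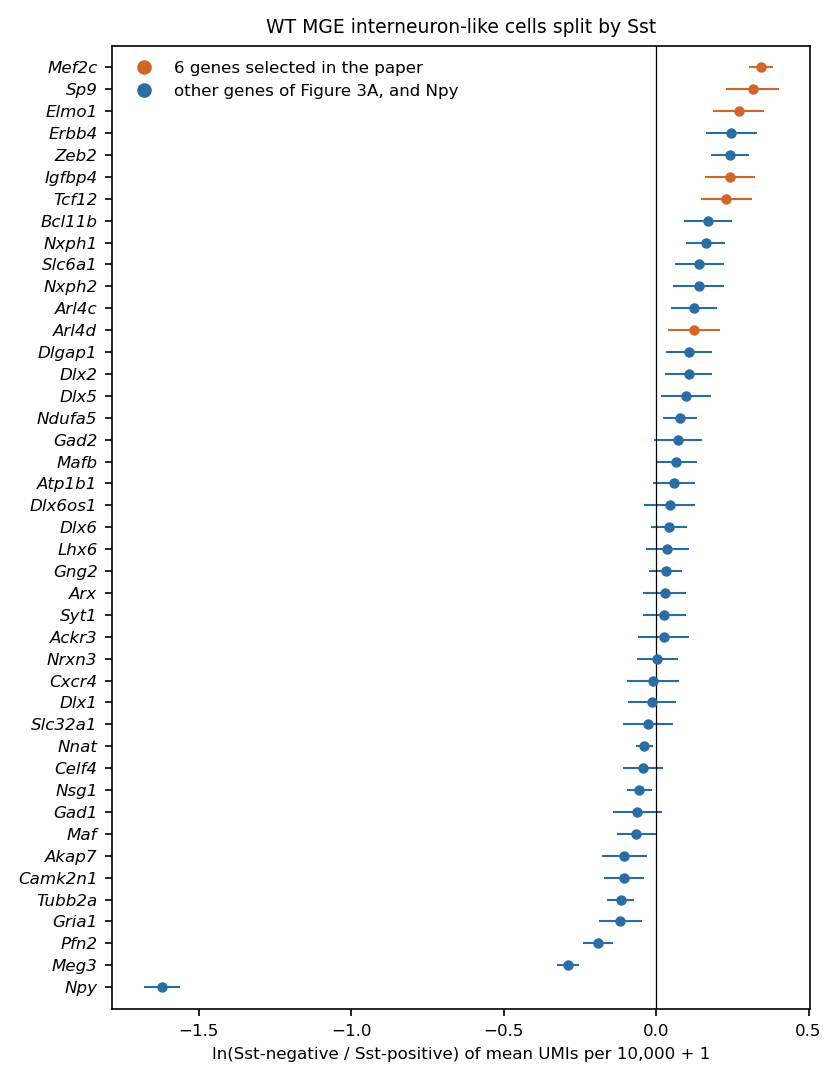
Natural log of the ratio of *Sst*-negative over *Sst*-positive WT MGE interneuron-like cells (horizontal axis) for the genes of Figure 3A and *Npy*, with bars of 95% counting error. The 6 genes that the paper selected from the same comparison in this library (orange) all lie to the right of 0, *Mef2c* and *Sp9* farthest, among genes (blue) that lie on both sides.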

From these, we selected six genes, ADP ribosylation factor like GTPase 4D (*Arl4d*), engulfment and cell motility protein 1 (*Elmo1*), insulin like growth factor binding protein 4 (*Igfbp4*), *Mef2c*, *Sp9* and transcription factor 12 (*Tcf12*), with high-to-moderate expression to evaluate their RNA expression.

**Figure 3.**
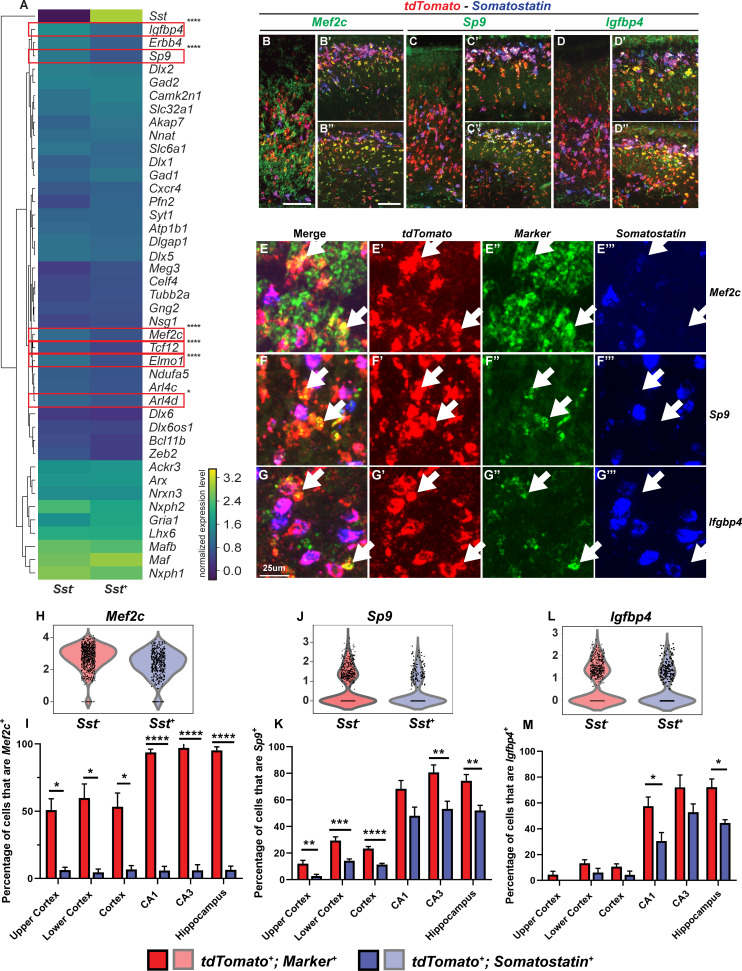
Multiplex RNA in situ hybridization validation of proposed immature PV IN markers. (**A**) Heatmap of MGE IN marker genes for cluster 1 *Sst^-^* and *Sst^+^* INs. (**B–D’’**) Lower magnification fluorescent images of multiplex RNA in situ hybridization for *Mef2c* (**B–B’’**), *Sp9* (**C–C’’**) and *Igfbp4* (**D–D’’**). (**E–G’’’**) Higher magnification fluorescent images of multiplex RNA in situ hybridization for *Mef2c* (**E–E’’’**), *Sp9* (**F–F’’’**) and *Igfbp4* (**G–G’’’**). White arrows point to INs that are marker (*Mef2c*, *Sp9* or *Igfbp4*) and *tdTomato* positive but *Sst* negative. Violin plots showing the normalized expression value (Y-axis) of each cell analyzed in each group for *Mef2c* (**H**), *Sp9* (**J**) and *Igfbp4* (**L**). Quantification of the percentage of *tdTomato^+^; Sst^-^* and *tdTomato^+^; Sst^+^* INs in the neocortex and in the hippocampus that are either *Mef2c^+^*(**I**), *Sp9^+^*(**K**) or *Igfbp4^+^*(**M**). Scale bar in (**B**) = 100 um, (**B’’**) = 200 um and (**G**) = 25 um. 2 WTs and multiple brain sections per animal were used for quantification. For statistical analysis, multiple independent t-tests without same standard deviation assumption were conducted to compare the expression of each gene in each brain region. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 3—figure supplement 1.**
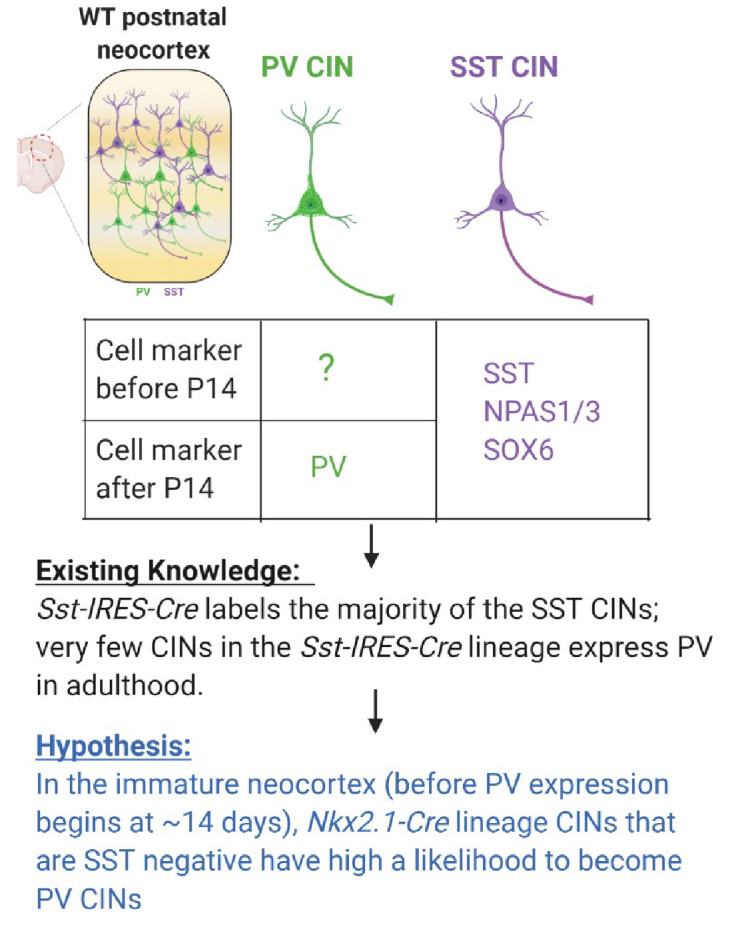
Schema depicting the hypothesis behind candidate PV IN marker discovery In Pai et al., 2019, we fate-mapped the *Sst-IRES-Cres* lineage and discovered that > 90% of *Sst-IRES-Cre* labeled CINs remain to be SST-expressing in adulthood. Very few *Sst-IRES-Cre* CINs become PV-expressing. We hypothesize that the MGE-derived immature CINs that are SST-negative have a high likelihood to become PV CINs.

**Figure 3—figure supplement 2.**
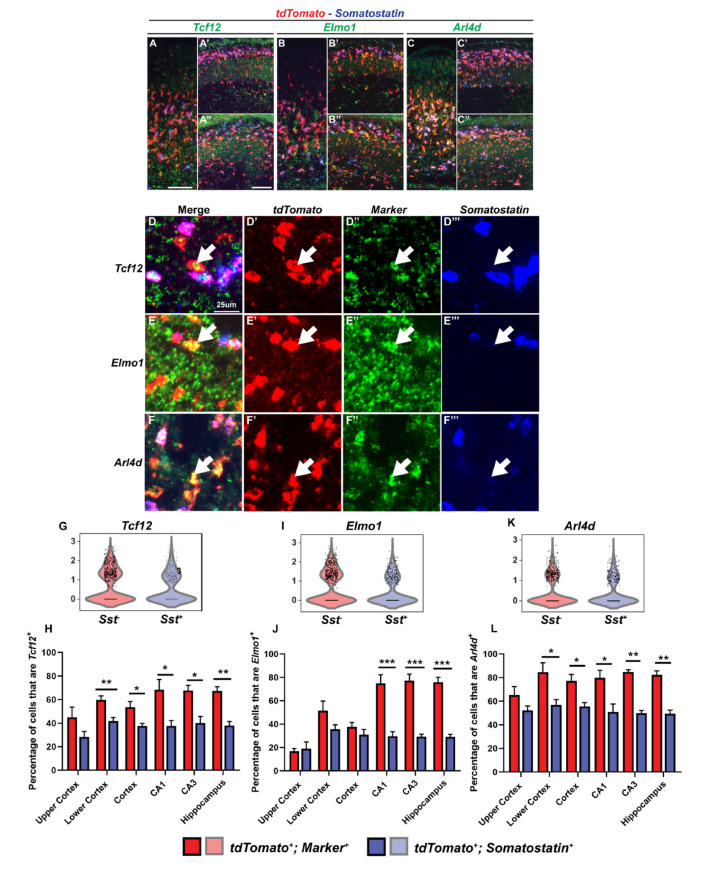
Multiplex RNA in situ hybridization validation of proposed immature PV IN markers. (**A–C’’**) Lower magnification fluorescent images of multiplex RNA in situ hybridization for *Tcf12*(A-A’’), *Elmo1*(B-B’’) and *Arl4d*(C-C’’). (**D–F’’’**) Higher magnification fluorescent images of multiplex RNA in situ hybridization for *Tcf12*(D-D’’’), *Elmo1* (**E–E’’’**) and *Arl4d* (**F–F’’’**). White arrows point to INs that are marker (*Tcf12*, *Elmo1* or *Arl4d*) and *tdTomato* positive but *Sst* negative. Violin plots showing the normalized expression value (Y-axis) of each cell analyzed in each group for *Tcf12*(G), *Elmo1*(I) and *Arl4d*(K). Quantification of the percentage of *tdTomato^+^; Sst^-^* and *tdTomato^+^; Sst^+^* INs in the neocortex and in the hippocampus that are either *Tcf12^+^*(**H**), *Elmo1^+^*(**J**) or *Arl4d^+^*(**L**). Scale bar in (**A**) = 100 um, (**A’’**) = 200 um and (**D**) = 25 um. 2 WTs and multiple brain sections per animal were used for quantification. For statistical analysis, multiple independent t-tests without same standard deviation assumption were conducted to compare the expression of each gene in each brain region. *p<0.05, **p<0.01, ***p<0.001.

**Figure 3—figure supplement 3.**
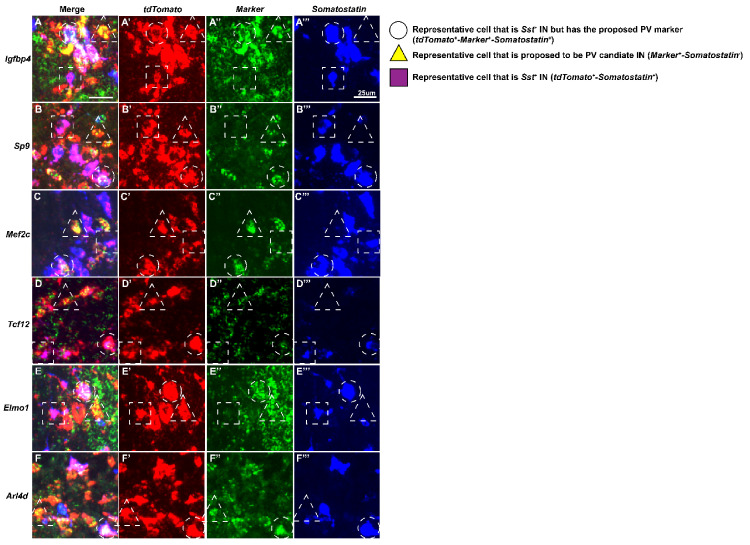
Higher magnification view of HINs from multiplex fluorescent in situ hybridization. Higher magnification of HINs that are marker positive [*Igfbp4*(A-A’’’), *Sp9*(B-B’’’), *Mef2c*(C-C’’’), *Tcf12*(D-D’’’), *Elmo1*(E-E’’’) and *Arl4d*(F-F’’’)] that are either in the *Sst*-lineage or in the proposed immature PV-lineage. Circle: representative cell that is *Sst^+^* In but has the proposed PV marker; Triangle: representative cell that is proposed to be PV candidate IN; Square: representative cell that is *Sst^+^* IN. Scale bar in (**A**) = 25 um.

We used P2 WT tissues which were triple-labeled with *Nkx2.1-Cre*-driven *tdTomato*, *Sst* and an RNA of each of the six genes; the RNAs were detected using RNAscope (Figure 3B–G’’’, Figure 3—figure supplements 2 and 3). We quantified the proportion of *tdTomato*^+^; *Sst*^+^ or *tdTomato*^+^; *Sst*^-^ INs that were positive for each gene (Figure 3I, K and M, Figure 3—figure supplement 2). Our results suggested that *Mef2c* is a very specific *Sst*^-^ population marker, especially in the hippocampus (Cortex: p<0.05; Hippocampus: p<0.0001). Likewise, *Elmo1, Igfbp4*, and *Sp9* appear to be good markers for *Sst*^-^ MGE-derived INs in the hippocampus (*Elmo1*: p<0.001; *Igfbp4*: p<0.05; *Tcf12*: p<0.01; unpaired test). This likely is the first study to identify genes, such as *Mef2c*, that are almost exclusively expressed in *Sst*^-^ MGE-derived immature HINs.

### *Maf* and *Mafb* control CIN morphological maturation by regulating *Mef2c* and *Snap25*

Reduced expression of *Mef2c* and *Snap25* was shown to impede neurite morphogenesis (Harrington et al., 2016; Houenou et al., 2017; Tu et al., 2017). Since *Maf* cDKOs have a neurite outgrowth defect in vitro and in vivo (Pai et al., 2019, Figure 4—figure supplement 1), we examined whether the decreased expression of *Mef2c* and *Snap25* in the cDKOs underlies their neurite outgrowth defect (Pai et al., 2019).

To evaluate this, we tested whether transfection of these genes could rescue the *Maf* cDKO neurite phenotype using primary cell cultures of P1 neocortical neurons. Expression vectors encoding G*fp*, *Gfp-tagged Maf*, *Mef2c* or *Snap25* were transfected into *Nkx2.1-Cre*-lineage CINs (tdTomato^+^) the day after cell plating (DIV1). At DIV 14, CIN morphology was assessed (Figure 4A). As before, cDKO CINs had decreased numbers of neurites; *Gfp* transfection did not alter this phenotype (Figure 4B, C and G). Second, transfection of cDKO with *Maf, Mef2c* or *Snap25* rescued neurite numbers, and the increased neurite numbers were comparable to WT (Figure 4B, D–F and H–I). These results provide evidence that reduced *Mef2c* and *Snap25* expression are downstream of *Maf* and *Mafb* in regulating neurite complexity in neonatal CINs.

**Figure 4.**
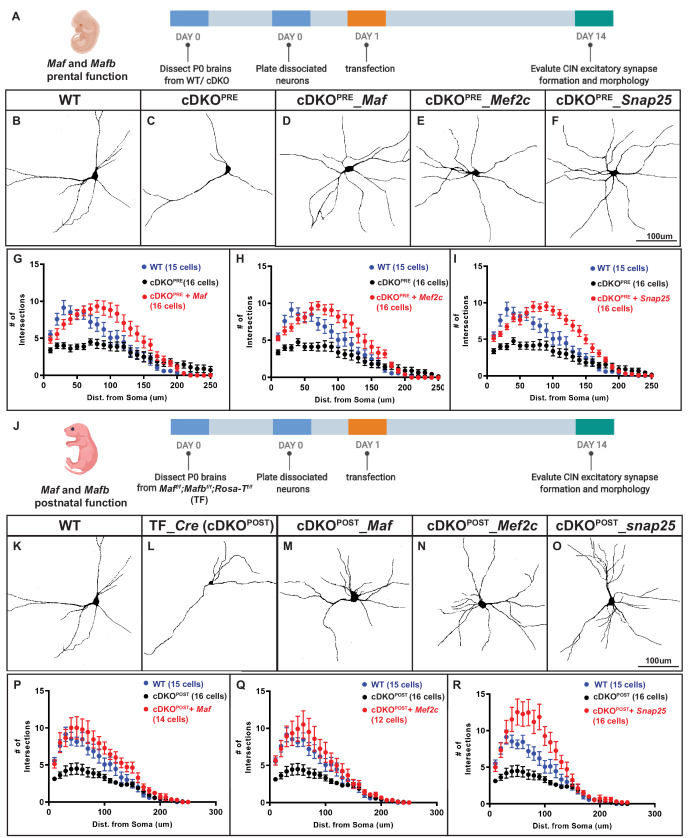
*Mef2c* and *Snap25* are required downstream of *Mafb* and *Maf* to promote neurite outgrowth. **A**) Schema showing the in vitro culture assay testing *Maf* and *Mafb*’s prenatal function on neurite outgrowth. P0 WT and cDKO neocortical tissues were dissociated (INs were labeled with *Nkx2.1-cre*-driven tdTomato) and diluted 5-fold with reporter negative dissociated P0 WT neocortical tissues before plating on culture slides. (**B–C**) Representative traces of cultured WT and cDKO INs. (**D–F**) Representative traces of cultured cDKO INs transfected with *Maf*, *Mef2c* or *Snap25*-expressing plasmids; each showed a rescue phenotype. (**G–I**) Sholl analysis showing the neurite complexity and the rescue effects of *Maf* (**G**), *Mef2c* (**H**) and *Snap25* (**I**). (**J**) Schema showing the in vitro culture assay testing *Maf* and *Mafb*’s postnatal function on neurite outgrowth. (**K–O**) Representative traces of cultured INs using *Maf^f/f^;Mafb^f/f^;* RosaT^+^ P0 neocortices to look at the effect of postnatal deletion of *Maf* and *Mafb* on neurite outgrowth and if *Maf*, *Mef2c* and *Snap25* expression showed rescue effects. Thus, postnatal loss of *Maf* and *Mafb* (cDKO^POST^) leads to defects in neurite outgrowth (**K–L**). (**P–R**) Sholl analysis showing the neurite complexity and the rescue effects of *Maf* (**P**), *Mef2c* (**Q**) and *Snap25* (**R**) on cDKO^POST^ INs. Scale bar in (**F**) and (**O**) = 100 um. N = 3–4 per groups. The quantity of cells used for analysis was included in (**G–I**) and (**P–R**).

**Figure 4—figure supplement 1.**
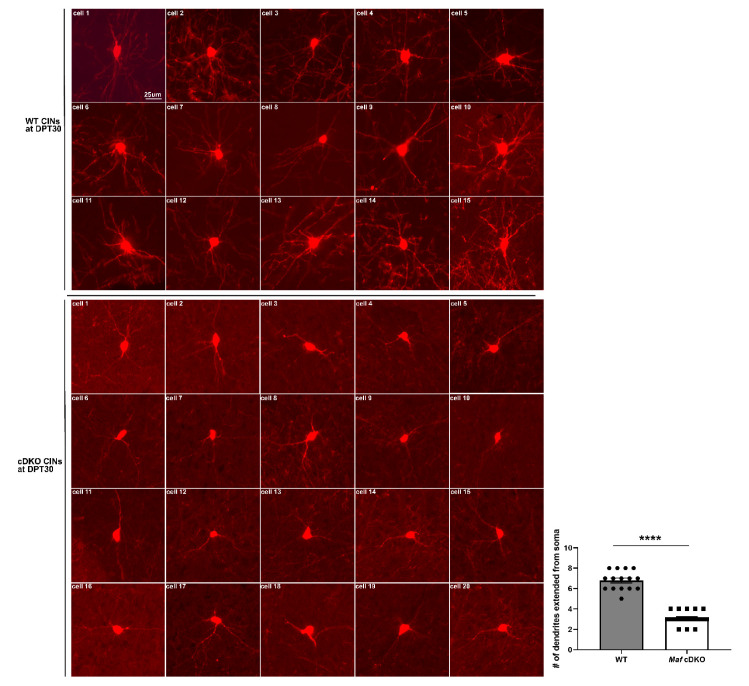
Individual CINs from transplanted WT and Maf cDKO MGE cells grown in vivo for 30 days. Here we provide a collection of single cell images from the transplant experiment. Top three rows show WT CINs that developed in a WT neocortex in vivo for 30 days, while the bottom four rows show *Maf* cDKO CINs that developed in a WT neocortex in vivo for 30 days. We quantified the number of dendrites extending from the soma in each genotype, and used unpaired t-test to conduct statistical comparison. The data suggest that *Maf* cDKO CINs have decreased neurite numbers, which is consistent with our in vitro finding (Figure 4). Each data point represents 1 cells. ****p<0.0001. WT: 15 cells from three animals; *Maf* cDKO: 20 cells from three animals.

**Figure 4—figure supplement 2.**
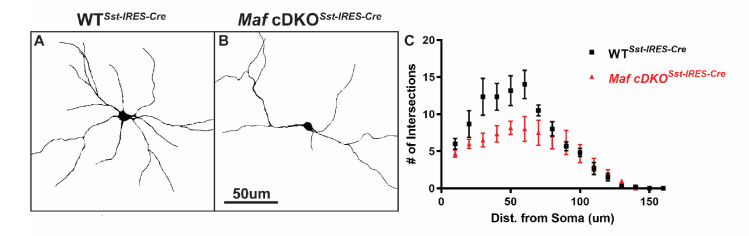
*Maf* cDKO*^Sst-IRES-Cre^* showed defects in neurite outgrowth We used in vitro culture assay to test *Mafb* and *c-Maf*’s post-mitotic function on neurite outgrowth. Briefly, P0 *Sst-IRES-Cre* generated WT and *Maf* cDKO neocortical tissues were dissociated (INs were labeled with *Cre-*dependen*t* tdTomato expression) and diluted 5-fold with reporter negative dissociated P0 WT neocortical tissues before plating on culture slides. Cells were let grow for 14 days in vitro before analysis. (**A–B**) Representative traces of cultured WT*^Sst-IRES-Cre^* and cDKO*^Sst-IRES-Cre^* INs. (**C**) Sholl analysis suggested that *Maf* cDKO*^Sst-IRES-Cre^* INs have less complex neurite growing pattern, suggesting Mafs roles in the post-mitotic stage for IN morphogenesis. N = 3 for both groups. 6–8 neurons per group were used for quantification. Scale bar in (**B**) = 50 um.

In these experiments, the *Maf* and *Mafb* genes were deleted in the MGE at E10.5 using *Nkx2-1-Cre*. Thus, the CIN phenotypes could be the result of the continuous lack of *Maf* and *Mafb* throughout development and may not necessarily reflect *Maf* and *Mafb* post-mitotic functions. Therefore, we analyzed neuronal morphology in CINs generated from *Maf* cDKOs using *Sst-IRES-Cre*, a *Cre* line that turns on after IN cell cycle exit (Figure 4—figure supplement 2). We found that the *Sst-IRES-Cre* generated *Maf cDKO* had neurite defects similar to those found using *Nkx2.1-Cre*. Thus, *Maf* function in neurite outgrowth is also required post-mitotically.

To identify a postnatal function for *Maf* and *Mafb*, we deleted *both* in neonatal CINs using an in vitro primary culture assay. WT and *Mafb^f/f^; Maf^f/f^;* RosaT^+^ cortical neurons were transfected at DIV1 with a *Cre-*expressing plasmid (driven by the *Dlxi12b* enhancer which is specifically active in forebrain GABAergic neurons). CRE mediated recombination generates tdTomato^+^ cDKOs CINs (cDKO^POST (POSTNATAL)^) (Figure 4J). At DIV14, we performed Sholl analysis, which revealed that cDKO^POST^ INs had reduced neurite complexity, providing evidence that *Maf* and *Mafb* regulate IN morphology postnatally. We then tested whether *Maf*, *Mef2c* and *Snap25* could rescue this phenotype, by co-transfecting *Maf^f/f^; Mafb^f/f^;* RosaT^+^ cells at DIV1 with plasmids expressing *Cre* and either *Maf*, *Mef2c* or *Snap25*. We analyzed the neuronal morphology at DIV14. *Maf*, *Mef2c* and *Snap25* each rescued the neurite outgrowth defect (Figure 4K–R). Thus, *Maf* and *Mafb* likely promote CIN neurite morphogenesis at postnatal stages through *Mef2c* and *Snap25*.

### Prepronociceptin is a HIN marker

The DEX analysis revealed that *prepronociceptin* (*Pnoc*) was an upregulated gene in the *Maf* cDKO (Figure 1—figure supplement 5). 

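*Pnoc* (ENSMUSG00000045731), which encodes the precursor of the neuropeptide nociceptin, was higher in the MGE interneuron-like cells of the cDKO and lower in CGE interneuron-like cells. Its level in the MGE class was 0.560 UMIs per 10000 [0.502 to 0.622] in WT and 1.28 [1.19 to 1.38] in the cDKO. The ratio was 2.29 [2.01 to 2.61] and the ln ratio 0.38 ± 0.06, which ranked 32 from the highest. The ln ratio was 0.17 with the *Lhx6* gate and 0.75 with a pseudocount of 0.1. In CGE interneuron-like cells the level was 1.90 [1.71 to 2.11] in WT and 1.23 [1.07 to 1.42] in the cDKO, a ratio of 0.650 [0.542 to 0.777]. *Pnoc* UMIs were found in 14.3% [12.5 to 16.3%] of the WT and 28.3% [25.7 to 31.1%] of the cDKO MGE interneuron-like cells (6.65% and 12.5% thinned), against 0.837% and 1.71% of the excitatory neuron-like cells (0.177% and 0.341% thinned). Larger shares were found in CGE interneuron-like cells (43.8% and 34.6%, or 20.9% and 15.8% thinned). The same held for Cajal-Retzius-like cells (52.2% and 44.9%, or 21.7% and 17.0% thinned). The gene lies on chromosome 14 from 65400673 to 65425472 in GRCm38. Of 11 neuropeptide genes of INs, 7 were higher and 4 lower, with a median ln ratio of 0.15 at percentile 89.3 (0.01 in excitatory neuron-like cells). *Pnoc* and *Sst* were the highest of them, and *Cort* (0.531 [0.43 to 0.653]) and *Vip*, with 8 WT and 1 cDKO UMIs, were the lowest. The study drew 3 of the 11 from these libraries. In WT, 5 of the 11 had 8 or fewer UMIs, which leaves the median unsteady (0.53 over the genes with at least 30 UMIs in each library). Genes of hippocampal excitatory and dentate neurons were higher in the MGE interneuron-like cells of the cDKO too, 9 of 9 with a median of 0.53 at percentile 100 (−0.09 in excitatory neuron-like cells). They ran from *Lmo1* (1.1 [0.848 to 1.55]) and *Prox1* (1.38 [0.795 to 2.43]) to *Zbtb20* (1.80 [1.67 to 1.93]) and *Nrp2* (2.38 [1.94 to 2.92]). The intervals of *Lmo1* and *Prox1* include a ratio of 1. So do those of *Neurod1* (1.61 [0.944 to 2.77]) and *Wfs1* (1.74 [0.553 to 5.94]), which are named here outside the naming rule. Markers of excitatory neurons in general were higher in these cells too, and *Zbtb20*, *Nrp2* and *Lmo1* are among the leading genes of excitatory neuron-like clusters. Whether the dissected tissue included hippocampus is not clear from the paper, but a cluster of 383 WT and 414 cDKO cells resembled its dentate granule lineage.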

A recent study focusing on adult CA1 HIN profiling suggested *Pnoc* is a marker of O-LM INs, a subtype that is mainly *Sst*^+^ (Harris et al., 2018; Asgarian et al., 2019). Thus, we investigated *Pnoc* expression by FISH in the neonatal hippocampus and cortex (Figure 5A–H). In P2 WTs, *Pnoc*^+^ cells were largely restricted to the hippocampus (Figure 5G).~40% of the *Pnoc*^+^ HINs are tdTomato^+^; very few of them are *Htr3a*^+^ (CGE marker), suggesting that the MGE/POA is the main origin of these HINs ((Figure 5I–M, Figure 5—figure supplement 1). In the *Maf* cDKO there was ectopic *Pnoc* expression in the neocortex (highest in the dorsomedial regions abutting the hippocampus), as well as increased *Pnoc^+^* cells in the hippocampus, consistent with an increased density of HINs (Figure 5A–L) (WT vs cDKO: Neocortex p<0.01; dorsomedial Neocortex p<0.0001; Hippocampus p<0.01; t test). Indeed, *Sst* FISH and tdTomato^+^ IN quantifications both suggested increased HIN density in the *Maf* cDKO (Figure 1—figure supplement 7, Figure 5—figure supplement 1).

**Figure 5.**
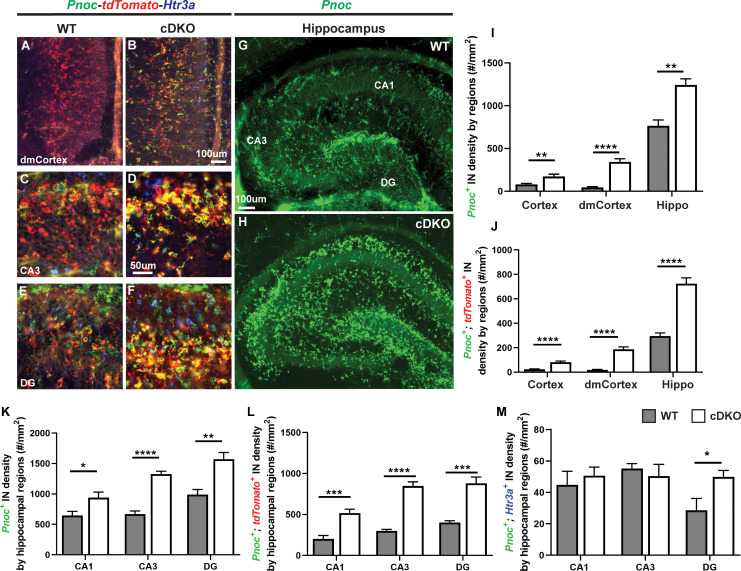
*Maf* cDKOs have preferential production of HINs over CINs that are *Pnoc*^+.^ (**A–F**) Multicolor FISH of *tdTomato*, *Pnoc* and *Htr3a* on P2 WT and cDKO neocortex (**A–B**) and hippocampus (**C–F**). (**G–H**) *Pnoc* expression in the WT and cDKO hippocampus. (**I**) Quantification of the *Pnoc*^+^ INs in the neocortex, dorsal-medial cortex (dmCortex) and hippocampus. (**J**) Quantification of the *Pnoc*^+^; *tdTomato*^+^ INs in the neocortex, dmCortex and hippocampus. (**K**) Quantification of the *Pnoc*^+^ HINs by regions. (**L**) Quantification of the *Pnoc*^+^; *tdTomato*^+^ HINs by regions. (**M**) Quantification of the *Pnoc*^+^; *Htr3a*^+^ HINs by regions. N = 3–4 per group and multiple sections were quantified per animal. Scale bar in (**B**) and (**G**) = 100 um and in (**D**) = 50 um. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Welch’s t test.

**Figure 5—figure supplement 1.**
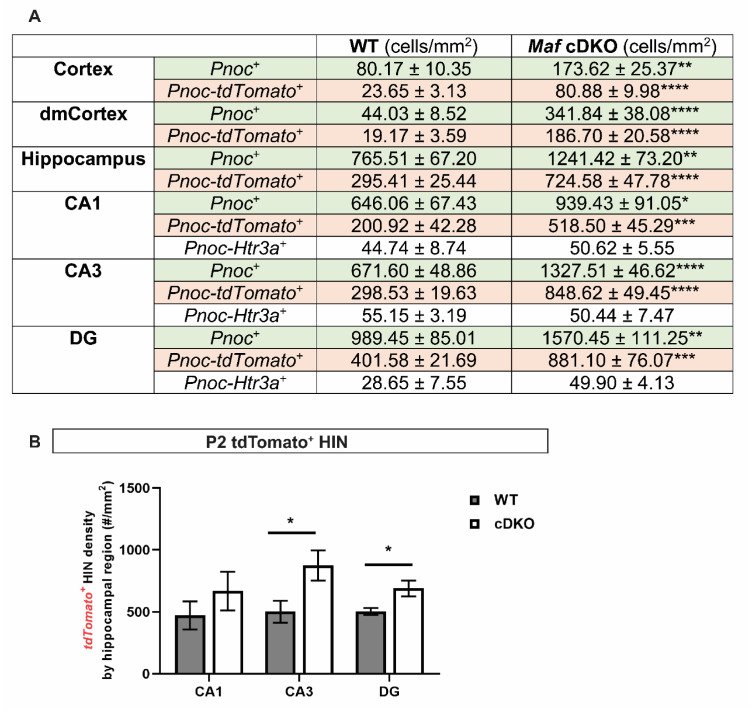
Quantification of *Pnoc^+^* INs by region and by IN subgroups/Quantification of tdTomato^+^ HINs by hippocampal region. (**A**) Quantification of *Pnoc^+^* INs (cell density ± standard error) in the P2 neocortex and hippocampus by genotypes, and by IN subtypes. MGE origin: *tdTomato- Pnoc^+^* INs; CGE origin: *tdTomato- Htr3a^+^* INs. (**B**) Quantification of tdTomato^+^ HIN density by hippocampal regions. Unpaired t-test; *p<0.05, **p<0.01, ***p<0.0001, ****p<0.00001.

Together, these data provide evidence that loss of *Maf* and *Mafb* leads to increased production of HINs, which are mainly *Sst*^+^ and/or *Pnoc*^+^. To further test this hypothesis, we studied HIN generation in the cDKO.

### *Maf* and *Mafb* repress the generation of HINs

Since *Maf* cDKOs have increased density of *Pnoc*, a gene mainly expressed in the HINs, we postulated that *Maf* and *Mafb* together repress HIN generation. To validate the *Nkx2-1-Cre* tdTomato findings (Pai et al., 2019; Figure 5—figure supplement 1), we quantified CINs and HINs at P2 using *Lhx6*^+^ FISH. *Lhx6* marks MGE-derived INs (Cobos et al., 2006; Liodis et al., 2007). *Lhx6*^+^ CIN density was decreased in *Maf* cDKOs as previously reported (Pai et al., 2019; Figure 6B). Consistent with our hypothesis, there was an increased density of *Lhx6*^+^ HINs across all hippocampal regions in the *Maf* cDKO (p<0.05; Welch’s t test) (Figure 6C). Furthermore, there was an increased density of *Sst*^+^ HINs cell density in all hippocampal regions (CA1:~1.5 fold; p<0.001, CA3 and DG:~2 fold; p<0.0001) (Figure 1—figure supplement 7).

**Figure 6.**
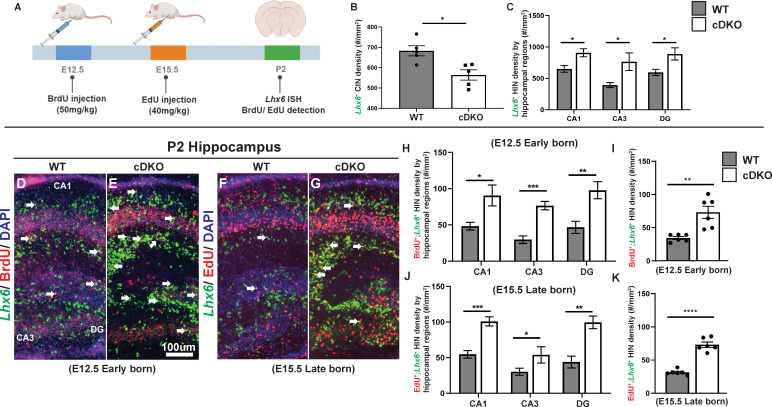
*Maf* cDKOs overproduce INs that will become HINs. (**A**) Schema depicting the BrdU/EdU pulse-chase experiment. Briefly, BrdU was injected into a pregnant mouse at E12.5 and EdU was injected at E15.5. Neonatal pups were harvested at P2 analyzed for *Lhx6*/BrdU, *Lhx6*/EdU co-expression. (**B**) Quantification of *Lhx6*^+^ IN cell density in the P2 neocortex. (**C**) Quantification of *Lhx6*^+^ IN cell density in the P2 hippocampus by region. (**D–G**) *Lhx6* FISH with BrdU (D-E, early-born) or EdU (F-G, late-born) co-labeling in P2 WT and cDKO hippocampus. (**H–I**) Quantification of the *Lhx6*^+^; BrdU^+^ IN cell density in the hippocampus by region (**H**) and in total (**I**). (**J–K**) Quantification of the *Lhx6*^+^; EdU^+^ IN cell density in the hippocampus by region (**J**) and in total (**K**). N = 3 per group and multiple sections were quantified per animal. Scale bar in (**E**) = 100 um. Welch’s t test.

**Figure 6—figure supplement 1.**
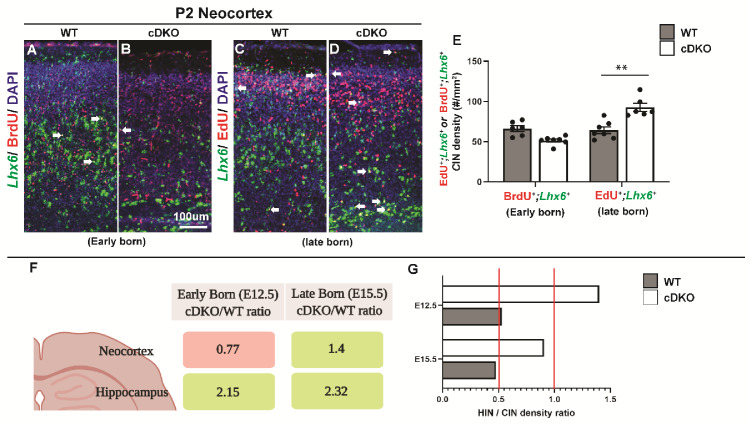
Analysis of early-born and late-born MGE-derived CINs in WT and *Maf* cDKO. (**A–D**) *Lhx6* FISH with BrdU (A-B, early-born) or EdU (C-D, late-born) co-labeling on P2 WT and cDKO neocortex. (**E**) Quantification of the *Lhx6*^+^; BrdU^+^ or *Lhx6*^+^; EdU^+^ IN cell density in the neocortex. (**F**) Quantification of the early-born and late-born IN density (cDKO/WT) in the neocortex and in the hippocampus. (**G**) Quantification of the early-born and late-born HIN to CIN density ratio by genotypes. Scale bar in (**B**) = 100 um. N = 3–4 per groups. **p<0.01; Welch’s t test.

Next, to test if *Maf* cDKOs generate more HINs at specific developmental stages, we conducted EdU/BrdU pulse-chase experiments. Pregnant mice were injected with BrdU at E12.5, and subsequently with EdU at E15.5. The animals were harvested at P2 to study co-expression of *Lhx6* with BrdU and EdU (Figure 6A). We compared the generation of CINs and HINs.

At E12.5 (early-born; *Lhx6*^+^;BrdU^+^), we observed ~2 fold increase in HIN generation in the *Maf* cDKO (p<0.01; t test). The increase was similar across all hippocampal subregions (Figure 6D, E, H and I) (CA1: p=0.02; CA3: p<0.001; DG: p<0.01; t test). In contrast, *Maf* cDKOs had a trend toward decreased CIN generation at E12.5 (Figure 6—figure supplement 1). At E15.5 (late-born; *Lhx6*^+^;EdU^+^), we observed ~2.5 fold increase in HIN production (p<0.0001; t test). Similarly, the increase was across all hippocampal subregions (Figure 6F, G, J and K) (CA1: p<0.001; CA3: p<0.05; DG: p<0.01; t test). We further quantified the ratio of HIN density over CIN density by age and by genotypes. In WTs, the MGE tends to generate HINs/CINs in a 1:2 ratio at both E12.5 and E15.5. In cDKOs, the MGE overproduces HINs, especially at E12.5 (Figure 6—figure supplement 1). Together, these data support the hypothesis that loss of *Maf* and *Mafb* leads to HIN overproduction perhaps at the expense of generating CINs.

## Discussion

*Maf* (*c-Maf*) and *Mafb* are co-expressed in the MGE and its lineages. Previously, to elucidate how *Maf* and *Mafb* regulated CIN and HIN development, we compared the transcriptomes of WT and *Maf* cDKO using bulk RNA-seq from E13.5 MGEs – this approach failed to identify differentially expressed genes (data not shown) probably because of the heterogeneity of the tissue. Here, we applied scRNA-seq to compare the transcriptomes of P0 WT and *Maf* cDKO neocortex and hippocampus. Through this approach, we successfully identified genes that were differentially expressed in pallial INs. Our experimental analyses provided evidence that some of the DEX genes contribute to *Maf* cDKO phenotypes: (1) reduced *Mef2c* expression contributed to overproduction of SST^+^ CINs and under production of PV^+^ CINs (Figure 1 and Figure 2); (2) reduced *Snap25* and *Mef2c* contribute to defects in IN morphology (Figure 4); (3) reduced *Cxcr4* expression led to defects in IN migration and lamination (Figure 1—figure supplement 6). We also discovered that the *Maf* cDKO MGE preferentially generates HINs over CINs (Figure 5 and Figure 6). To our knowledge, this may be the first identification of genes that control the differential production of HINs and CINs.

### Identification of genes that are candidate markers of immature PV INs

Our scRNA-seq analysis not only identified DEX genes between WT and cDKOs, but also provided evidence for molecular markers of immature pallial INs, especially for the PV^+^ subtype, which has been elusive to identify before adolescence. Comparison of *Sst*^+^ and *Sst*^-^ P2 INs identified sets of genes that were differentially expressed between the two groups, including *Arl4d*, *distal-less homeobox 5* (*Dlx5*), *Elmo1,* Erb-B2 receptor tyrosine kinase 4 (*Erbb4*), *Igfbp4, Mef2c*, *Sp9* and *Tcf12* (Figure 3). Because *Sst-IRES-Cre* fate mapping into adulthood shows that *Sst-IRES-Cre* expression marks almost all SST^+^ INs and <10% of PV INs (Pai et al., 2019), we hypothesize that P2 *Sst^-^* INs primarily represent neurons that will become PV^+^ (del Rio et al., 1994). We used multicolor FISH to compare the expression of genes in P2 *Nkx2.1*-lineage *Sst*^+^ and *Sst*^-^ INs. We validated that *Elmo1, Igfbp4*, *Mef2c* and *Sp9* may be candidate markers for immature PV^+^ INs (Figure 3), especially for immature HINs that likely become PV^+^. This is particularly important and useful for future research that aims to identify different molecular mechanisms involved in PV versus SST HIN development.

Of note, here we report that ~22% of the *Nkx2.1-Cre* lineage CINs are *Sp9* positive at P2. To our knowledge, this is the first report to show *Sp9* expression in CINs in the *Nkx2.1-Cre* lineage. We agree that 22% may be an underestimate because of several reasons: (1) when we looked at the *Sp9* expression in the hippocampus,~60% of the PV candidate INs are *Sp9* positive; (2) the robustness of the *Sp9* RNAscope probe seemed to be stronger in the hippocampus region; (3) the robustness and efficiency of the *Sp9* RNAscope probe is not as strong as the traditional DIG-labeled *Sp9* probe in the neocortex as reported by the Allen Brain Institute. Additionally, recent studies have emerged to study the role of *Sp9* in IN development (Liu et al., 2019; Tao et al., 2019). Liu et al reported around 50% PV^+^ *Nkx2.1-Cre* lineage CIN loss in adulthood when comparing *Nkx2.1-Cre-*generated *Sp9* conditional heterozygous and homozygous (cHet and cKO) mutants. However, it may be questionable to conclude that 50% of the PV CINs are *Sp9^+^* due to the fact that *Sp9* deletion also leads to 50% total loss of *Nkx2.1-Cre* lineage CINs (Liu et al., 2019). While more studies are needed to validate the roles of these candidate PV IN marker genes in PV IN development and maturation, recent reports on *Sp9* and *Mef2c* have provided a genetic foundation for our discovery of early candidate PV IN markers (Liu et al., 2019; Mayer et al., 2018; Tao et al., 2019).

### *Mef2c* expression driven by *Maf* and *Mafb* promotes PV IN production and morphological maturation

*Mef2c* is a high confidence risk gene for ASD, intellectual disability(ID) and schizophrenia (Tu et al., 2017). Notably, *Mef2c* has roles in promoting cortical excitatory neuron synapse formation and morphology maturation (Harrington et al., 2016). Furthermore, there is evidence that *Mef2c* marks PV IN precursors, and is required for PV IN development (Mayer et al., 2018).

*Mef2c* is one of the most down-regulated genes in *Maf* cDKO MGE derived INs, which we confirmed using immunofluorescence analysis in the P2 *Maf* cDKO neocortex (Figure 1, Figure 1—figure supplement 5). *Mef2c* rescued the IN neurite outgrowth defect of both prenatal and postnatal *Maf* cDKO INs (Figure 4). Thus, *Mef2c* promotes IN morphological maturation, similar to its functions in excitatory neurons (Harrington et al., 2016).

Deletion of *Mef2c* using *Dlx5/6-Cre* led to a preferential loss of PV CINs, similar to the *Maf* cDKO phenotype (Mayer et al., 2018; Pai et al., 2019). Here we found that transduction of *Mef2c* into *Maf* cDKO MGE cells largely rescued their deficit in generating PV CINs (Figure 2).

The *Maf* cDKO MGE generates ~2 fold increase in SST^+^ CINs born at E12.5 and at E15.5, probably at the expense of generating PV^+^ CINs (Figure 1; Pai et al., 2019; Scheme 1). Thus, in the absence of the *Maf* genes, the MGE has a persistent defect in generating the proper balance of SST/PV INs. We propose a transcriptional pathway in which *Maf* and/or *Mafb* drive *Mef2c* expression in MGE progenitors to promote PV IN production (Figure 2—figure supplement 1). This pathway may operate in conjunction with signaling hubs such as MTOR/MAPK/RYK, as perturbation in these pathways also lead to altered PV/SST expression (Malik et al., 2019; McKenzie et al., 2019; Angara et al., 2020). Thus, cellular signaling as well as the *Mafs* and *Mef2c* are critical components of the program driving PV IN development.

*Maf*, *Mafb* and *Mef2c* expression persist as INs migrate into and mature in the pallium. Neonatal deletion of *Maf* and *Mafb* led to reduced neurite outgrowth, a defect rescued by *Mef2c* transduction (Figure 4). Thus, our proposed *Maf*/*Mafb*→ *Mef2c* transcription pathway persists as INs mature postnatally. Future work should explore whether adult *Maf*/*Mafb* expression continues to control *Mef2c* and IN function (Figure 2—figure supplement 1. Model).

### Mechanisms that underlie PV vs SST IN neurogenesis

While our results support that *Maf* and *Mafb* have important roles in regulating the balance of PV vs. SST IN neurogenesis in the SVZ of MGE (this report and Pai et al., 2019), other studies suggest a different hypothesis in which PV INs are primarily generated by the MGE SVZ progenitors, while SST INs are primarily generated by the MGE VZ progenitors (Glickstein et al., 2007; Lodato et al., 2011; Petros et al., 2015). In particular, Petros et al showed that more SST INs are produced when MGE progenitors stay in the VZ (basal progenitor), while more PV INs are produced when MGE progenitors stay longer in the SVZ phase (intermediate progenitor). While the experimental design and results are compelling, the study is based on the hypothesis that MGE-derived IN fates are determined by the progenitor cell cycle stage. Our data showed that *Maf* and *Mafb* expression starts in the MGE SVZ. Deletion of *Maf* and *Mafb* leads to overproduction of SST INs at the expense of PV INs, but not a total loss of PV INs. Therefore, we propose the hypothesis that MGE progenitors have the potential to generate different types of INs through distinct transcriptomic regulation. Future studies are certainly needed to better understand these two hypotheses.

### *Snap25* expression driven by *Maf* and *Mafb* promotes MGE-derived IN morphological maturation

*Snap25* is part of the neuronal SNAP receptor (SNARE) complex which regulates vesicle fusion, receptor trafficking and neurite branching (Delgado-Martínez et al., 2007; Sudhof, 2004). *Snap25* loss of function studies in hippocampal excitatory neurons causes defects in neurite outgrowth and neuronal survival (Delgado-Martínez et al., 2007).

*Snap25* expression was decreased in the *Maf* cDKO INs (Figure 1—figure supplement 5). Expressing *Snap25* in prenatal and postnatal *Maf* cDKO INs, rescued their neurite outgrowth defect, similar to what was observed with *Mef2c* (Figure 4). Thus, *Maf* and *Mafb* driven expression of both *Snap25* and *Mef2c* are critical aspects of how the *Maf* genes regulate IN development. Since each gene could rescue these phenotypes, it is possible that they may regulate each other.

### *Maf* and *Mafb* repress HIN production and thereby control the balance of CIN and HIN numbers

*Maf* cDKOs had increased numbers of HINs (Figure 5). BrdU and EdU birth-dating provide evidence that the cDKO generates more HIN at both early and late stages of MGE neurogenesis (Figure 6).

The molecular program that distinguishes CINs from HINs generated by the MGE remains largely unknown. Herein via scRNA-seq, we identified that *Pnoc*, a gene encoding prepronociceptin, may be a unique marker that distinguishes HINs from CINs. *Pnoc* was previously described as an IN marker (Russ et al., 2015; Spiegel et al., 2014). In a more recent scRNA-seq analysis from hippocampal tissue, *Pnoc* expression was found enriched in O-LM HINs (Harris et al., 2018). Our ISH analysis from P2 WTs demonstrated that *Pnoc* is widely and robustly expressed in HINs but not CINs (Figure 5). Furthermore, *Pnoc* expression is strongly upregulated in the hippocampus in the cDKO (Figure 5), consistent with evidence for increased HIN generation.

Altogether, our data suggests that *Maf* and *Mafb* control the CIN/HIN ratio by putting a brake on HIN generation. As a result, the cDKOs have a disproportionate number of HINs. Thus, in addition to controlling the SST/PV IN subtype fate decision, *Maf* and *Mafb* also control CIN/HIN regional fate determination.

### Decreased *Cxcr4* expression in the *maf* cDKO may alter IN laminar positioning

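*Cxcr4* encodes the receptor of the chemokine CXCL12, which guides migrating INs. In the MGE interneuron-like cells of the P0 libraries *Cxcr4* (ENSMUSG00000045382) had 405 UMIs in WT and 76 in the cDKO, or 0.655 and 0.143 per 10000, a ratio of 0.218 [0.168 to 0.279]. The ln ratio was −0.42 ± 0.05 (−1.24 with a pseudocount of 0.1), which ranked 17 from the lowest, and the median over the other classes was −0.04. The pseudocount of 1 holds scarce genes near 0, so that median does not show that *Cxcr4* was unchanged there. By summed UMIs its ln ratio was −0.59 in excitatory neuron-like and −1.52 in MGE interneuron-like cells. With the pseudocount of 1, *Cxcr4* was also lower in Cajal-Retzius-like (−0.27) and dentate granule lineage-like cells (−0.27), by over 50% of the MGE value. For *Ackr3*, the other receptor of CXCL12, the cDKO/WT ratio in the same cells was 0.919 [0.820 to 1.03]. *Cxcr4* lies on the minus strand of chromosome 1 from 128588199 to 128592293 in GRCm38.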

Our scRNA-seq data suggested that *Cxcr4* expression was reduced in neonatal *Maf* cDKO MGE INs (Figure 1—figure supplement 5). Indeed, FISH at P2 showed clear reduction of *Cxcr4* expression in *Maf* cDKO, especially in the hippocampus (CA1, CA3 and DG p=0.0159; Neocortex p<0.0001; t test) (Figure 1—figure supplement 6). *Cxcr4* expression reduction starts as early as E15.5 (p=0.012; t test) (Figure 1—figure supplement 6). These provide evidence for a potential mechanism underlying premature IN entrance into the cortical plate, that we reported previously (Pai et al., 2019).

Note that *Cxcr4* null mice did not show IN over-migration or over-production in the hippocampus (Sánchez-Alcañiz et al., 2011; Stumm et al., 2003; Wang et al., 2011; Li et al., 2008). While lacking *Cxcr4* in the cDKO would lead to disruption in the IN chemotactic migration, reduced *Cxcr4* alone probably does not explain why *Maf* cDKOs have more HINs.

### Potential mechanisms that lead to an increased HIN/CIN ratio in the *maf* cDKO

DE analysis suggested that *Nrp1* is upregulated in the cDKO (Figure 1—figure supplement 5). 

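*Nrp1*, which encodes the semaphorin receptor neuropilin 1, had 287 UMIs in WT and 728 in cDKO MGE interneuron-like cells, or 0.464 and 1.37 per 10000. This is a ratio of 2.94 [2.56 to 3.39] and an ln ratio of 0.52 ± 0.05 (1.09 with a pseudocount of 0.1), which ranked 13 from the highest. *Nrp1* is also among the leading genes of excitatory neuron-like clusters, with a UMI in 61.7% of WT excitatory neuron-like cells, and since excitatory neuron markers were higher in the cDKO MGE interneuron-like cells too, its rise was not separated from theirs. *Nrp1* (ENSMUSG00000025810) lies on the plus strand of chromosome 8 from 128358604 to 128503363 in GRCm38. Of 29 migration and guidance receptors and ligands, 17 were higher and 12 lower in the cDKO, with a median ln ratio of 0.08 at percentile 87.0, and a median of 0.13 in excitatory neuron-like cells. The median ran from 0.0095 without regression to 0.25 (percentile 100) with the *Lhx6* gate, and was 0.19 with the mixed cluster counted in, a choice made after seeing the data. At the upper end were the netrin receptor gene *Unc5d* (ratio 3.17 [2.53 to 3.99]) and *Nrg1*, with 3 WT and 10 cDKO UMIs (3.87 [0.996 to 21.9]), and at the lower end *Sema3a*, a ligand of NRP1 (0.319 [0.221 to 0.451]), and *Cxcr4*. The study drew 2 of the 29 from these libraries.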

FISH showed higher *Nrp1* expression in the P2 cDKO hippocampus (Figure 1—figure supplement 7). Semaphorin binding to the *Nrp1* receptor is implicated in MGE-derived IN migration away from the striatum (Marín et al., 2001). Semaphorin/neuropilin signaling is also implicated the generation and migration of CINs (Andrews et al., 2017; Tamamaki et al., 2003). However, we are unaware of a study that focused on *Nrp1*’s role in promoting the production/migration of HINs vs CINs.

We hypothesized that the increase in *Nrp1* expression might affect CIN/HIN migration or regional fate in the cDKO. We tested this idea by introducing *Nrp1* expression into MGE WT progenitors at E12.5. We transplanted MGE immature INs carrying higher expression of *Nrp1* into the P1 neocortex, and surveyed their final cortical destination at P21. The majority of these modified INs appear to remain as an aggregate at the transplantation site. Very few of them migrated within the neocortex or to the hippocampus (data not shown). These results suggest that an increase in *Nrp1* expression alone is not sufficient to promote the increased HINs/CIN ratio.

Interestingly, *Nrp1* is not only a receptor for semaphorins, but also for vascular endothelial growth factor (VEGF). There is evidence that VEGF is expressed in the developing cortex and may regulate IN migration (Barber et al., 2018). Mackenzie and Ruhrberg et al. extensively reviewed the functions of VEGF in the nervous system (Mackenzie and Ruhrberg, 2012), which includes regulating neurogenesis (Jin et al., 2002), neuronal migration (Schwarz et al., 2004) and axonal guidance (Erskine et al., 2011). In the developing mouse brainstem, VEGF guides somata migration of NRP1-expressing facial motor neurons (Schwarz et al., 2004). In the visual system, VEGF serves as a chemoattractant to NRP1-expressing retinal ganglionic cells to promote contralateral axonal extension (Erskine et al., 2011). Another study further suggested that VEGF-NRP1 binding works in conjunction with CXCR4-SDF1 to promote breast cancer cell invasion/metastasis (Bachelder et al., 2002).

Thus, while the change of *Cxcr4* and *Nrp1* expression in the *Maf* cDKO alone does not provide a clear mechanism for why the mutant generates more HINs, we propose that interactions between NRP1 and CXCR4 can guide IN migration, and that in this context, increases in NPR1 signaling may guide INs to the hippocampus.

### *Maf* cDKOs exhibit seizures - disease implications of *Maf* and *Mafb* dysfunction

EEG recordings from freely behaving mice showed that *Maf* cDKOs exhibit frequent spike-and-wave-discharges (Figure 1—figure supplement 1) similar to those that have been previously described in mouse models of genetic *absence* type epilepsy (Crunelli and Leresche, 2002; Paz et al., 2011; Sorokin et al., 2016; Sorokin et al., 2017). The cellular and molecular mechanisms underlying this are undoubtedly multifaceted, and include the overall reductions in MGE-derived CINs and HINs in the adult *Maf* cDKO mutant (Pai et al., 2019). Furthermore, we identified several genes regulated by *Maf* and *Mafb*, including *Mef2c*, *Snap25* and *Npy*, mutations of which could lead to seizures (Colmers and El Bahh, 2003; Harrington et al., 2016; Houenou et al., 2017). Moreover, human patients with *Maf* mutations exhibit seizures and ID (Niceta et al., 2015).

In summary, we identified genetic targets (e.g. *Mef2c*, *Snap25*, *Cxcr4*) that are downstream of *Maf* and *Mafb*. While *Maf* and *Mafb* themselves are not high confidence neuropsychiatric disease genes, they are key regulators of many disease genes that are responsible for balanced MGE SST and PV IN production (*Mef2c*), IN morphological maturation (*Mef2c*, *Snap25*), and balanced MGE CIN and HIN production (*Cxcr4*, *Nrp1*).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*Mafb^f/f^*	Yu et al., 2013		Generous gift from Dr. Lisa Goodrich
Genetic reagent (*M. musculus*)	*Maf^f/f^*	Wende et al., 2012		Generous gift from Dr. Carmen Birchmeier
Genetic reagent (*M. musculus*)	*Nkx2.1-Cre*	Xu et al., 2008	Jax labs #008661	
Genetic reagent (*M. musculus*)	*Sst-IRES-Cre*	Taniguchi et al., 2011	Jax labs #013044	
Genetic reagent (*M. musculus*)	*Ai14 Rosa26-tdTomato (RosaT)*	Madisen et al., 2010	Jax labs #007908	
Antibody	Rabbit anti-PARVALBUMIN (polyclonal)	Swant	PV27 RRID:AB_2631173	1:400 dilution; no need for antigen retrieval
Antibody	Rat anti-SOMATOSTATIN (monoclonal; clone YC7)	Millipore Sigma	MAB354 RRID:AB_2255365	1:200 dilution; works well in low fixed tissue
Antibody	Rabbit anti-MEF2C (polyclonal)	Proteintech	10056–1-AP RRID:AB_513447	1:500 dilution; no need for antigen retrieval
Antibody	Rat anti-BrdU antibody (monoclonal [BU1/75(ICR1)]	Abcam	Ab6326 RRID:AB_305426	1:500 dilution; BrdU was stained after FISH procedure (proteinase K-based antigen retrieval)
Antibody	Sheep anti-DIG-POD antibody (polyclonal)	Millipore Sigma	11207733910 RRID:AB_514500	1:1000 dilution
Antibody	Sheep anti-Fluorescein-POD antibody (polyclonal)	Millipore Sigma	11426346910 RRID:AB_840257	1:1000 dilution
Antibody	Chicken anti-GFP (polyclonal)	Aves	GFP-1020 RRID:AB_100000240	1:1000 dilution
Commercial assay or kit	Click-iT EdU kit	Life Technologies	Cat #C10340	Follow the manufacturer’s instruction
Commercial assay or kit	RNAscope multiplex fluorescent kit (version 2)	ACD Bio	Cat #323120	Follow the manufacturer’s instruction
Commercial assay or kit	Mm-*Igfbp4*	ACD Bio	Cat #425711	Follow the manufacturer’s instruction and used it with the RNAscope multiplex fluorescent kit (version 2)
Commercial assay or kit	Mm-*Sst*	ACD Bio	Cat #404631	
Commercial assay or kit	Mm-*Sp9*	ACD Bio	Cat #564531	
Commercial assay or kit	Mm-*Mef2c*	ACD Bio	Cat #421011	
Commercial assay or kit	Mm-*Tcf12*	ACD Bio	Cat #504861	
Commercial assay or kit	Mm-*tdTomato*	ACD Bio	Cat #317041	
Commercial assay or kit	Mm-*Pnoc*	ACD Bio	Cat #437881	

### Animals

All procedures and animal care were approved and performed in accordance with the University of California San Francisco Laboratory Animal Research Center (LARC) guidelines. All mice strains have been previously published: Ai14 Rosa 26-tdTomato *Cre*-reporter (Madisen et al., 2010), *Nkx2.1-Cre* (Xu et al., 2008), *Sst-IRES-Cre* (Taniguchi et al., 2011), *Mafb* flox (Yu et al., 2013) and *Maf* flox (Wende et al., 2012). Mice were back-crossed onto a CD-1 background before analyses. For timed pregnancies, noon on the day of the vaginal plug was counted as embryonic day 0.5.

### EdU/BrdU injections and analysis

For pulse-chase experiments, pregnant mice were pulsed with 5-Bromo-2’-deoxyuridine (BrdU, Sigma B5002, prepared at 20 mg/ml) at E12.5 at a dose of 50 mg BrdU/kg body weight and 5-Ethynyl-2′-Deoxyuridine (EdU, Thermo fisher Scientific E10187, prepared at 10 mg/ml) at E15.5 at a dose of 40 mg EdU/kg body weight. Progeny were sacrificed at P2. BrdU^+^ cells were visualized using anti-BrdU antibody (Abcam, #ab6326). EdU^+^ cells were visualized using standard procedures from the Clik-iT EdU plus kit (Thermo Fisher Scientific C10340). Of note, BrdU staining was done following *Lhx6* FISH. Since the tissues were processed mainly for FISH, tissue permeabilization was done using proteinase K for 30 mins. There was no hydrogen chloride (HCl) treatment for the tissue. This step likely decreased the sensitivity of the BrdU antibody. Although the BrdU antibody we used has been reported previously for the cross-reactivity with EdU, since we skipped the HCl pre-treatment, we did not observe much cross-reactivity, especially in the *Lhx6^+^* IN population.

### Immunofluorescence/Immunohistochemistry

All P2 animals were perfused with 4% PFA, followed by 4% PFA overnight fixation. Tissues were transferred to 30% sucrose the next day for cryoprotection. Brains were embedded with OCT and tissues were sectioned coronally at 25 µm. Sections were all mounted onto glass slides before staining or ISH procedures. To perform immunofluorescence staining, all primary and secondary antibodies were diluted in PBS containing 2.5% BSA and 0.3% Triton X-100. For all experiments, primary antibodies were incubated with tissue overnight, while secondary antibodies were incubated for at least 2 hr in room temperature (RT). Immunofluorescent labeling was performed with the following primary antibodies: rabbit anti-parvalbumin (Swant PV27; 1:400), rat anti-somatostatin (Millipore MAB354; 1:400), rabbit anti-MEF2C (proteintech 10056–1-AP). The appropriate 488, 594 or 647 Alexa-conjugated secondary antibodies (1:800-1:1000) were from Life Technologies. After the staining, sections were cover slipped with Vectashield containing DAPI (Vector labs; H-1800).

### Fluorescent In situ hybridization (FISH) and standard ISH

To generate riboprobes for target genes, cDNAs were PCR amplified from a homemade mouse cDNA library synthesized from P0 neocortex using Superscript II. The 5’ and 3’ primers while containing sequences for cDNA synthesis, also introduced ClaI and XbaI restriction enzymes sites. The PCR products and the vector, pSP73 (Promega Cat # P2221), were digested with ClaI and XbaI, and then ligated using T4 ligase. The RNA anti-sense fluorescein-labeled/Digoxigenin-labeled probe was generated by T7 RNA polymerase (Roche) and Fluorescein labeling kit (Roche)/DIG labeling kit (Roche) from a NdeI linearized vector, with the size of the probe usually between ~600–800 bp. Briefly, 40 um sections were digested with proteinase K for 20 mins followed by 4% PFA post-fixation and 3% H2O2 incubation to block endogenous peroxidase. Hybridization with DIG and/or Fluorescein-labeled probes were performed in prehybridization buffer at 65°C overnight. Standard ISH was amplified with BM purple after anti-DIG-AP labeling, while FISH signals were performed following TSA plus kit (Akoya Biosciences) protocol after anti-DIG-POD or anti-Fluorescein-POD labeling. Detailed materials and steps can be found as previously published (Duan et al., 2018).

### RNAscope multi-color fluorescent in situ hybridization

Tissues were all sectioned at 25 um and mounted onto microscope slides before the experiment. The day before the experiment, tissues were defrosted and baked at 60°C for an hour for better attachment followed by PFA post-fixation at 4°C overnight. The in situ hybridization was performed following ACD protocol for the multiplex fluorescent kit (version 2). The RNAscope probes were as follows: Mm-Igfbp4 (Cat. 425711), Mm-Sst (Cat. 404631), Mm-Sp9 (Cat. 564531), Mm-Mef2c (Cat. 421011), Mm-Tcf12 (Cat. 504861), tdTomato (Cat. 317041) and Pnoc (Cat. 437881). Slides were mounted with Vectashield mounting media containing DAPI (Cat. H-1800). For the PV marker discovery experiment, we used multiple sections from 2 WT animals for validation and quantification.

### Single cell RNA-seq sample and library preparation

For single cell dissociation, primary neocortex tissues were dissected (1 P0 WT and 1 P0 cDKO; age and gender matched), and incubated with a pre-warmed solution of Papain (BrainBits) prepared according to manufacturer’s instructions for 15 min at 37°C. After incubation, tissues were washed with DMEM/10% FBS (Thermo Fisher) solution multiple times, followed by gentle trituration. Samples were diluted to approximately 2,000 cells per microliter. Cell concentration was confirmed using a CountessII automatic hemocytometer before loading onto a 10X genomics single cell preparation platform following manufacturer’s instruction to target 10,000 cell recovery per sample. Library preparation was performed by UCSF Institute of Human Genetics Core (IHG), using 10X Chromium Single 3’ Reagent Kits Version 2 (10X Genomics). The library length and concentration were quantified using a Bioanalyzer (Agilent) according to manufacturer’s protocol. Paired-end sequencing was performed on the Illumina NovaSeq.

### Processing of sequencing reads

Raw base call (BCL) files were converted into FASTQ files and demultiplexed to align cells with their own barcodes using Cell Ranger V.2. Transcriptome alignment (mm10), cell filtering, barcode counting, UMI counting as well as matrix data output for downstream clustering and differential expression analyses were also performed using Cell Ranger V.2 following manufacturer’s manual. Up to this point, the pipeline was completely ran by UCSF IHG computational core.

### Cell clustering, *t*-SNE/UMAP visualization and marker-gene identification

A digital gene expression matrix was constructed from the raw sequencing data as described using Cell Ranger. Cells with fewer than 500 UMIs or over 20,000 UMIs were discarded. Downstream analyses were performed with Seurat v.2 and the R package (Butler et al., 2018; Stuart et al., 2018). First, cells that have genes with very few counts or cells that were with high mitochondrial genes were filtered out for the downstream analyses. Gene expression value was normalized based on Seurat pipeline suggestion. Briefly, the ‘LogNormalize’ command normalizes the feature barcode (UMI) expression measurements by the total batch UMI counts; the outputs were multiplied by a scale factor of 10,000 and log-transformed. After normalization, data were scaled based on cell-cell variation regression (we called these numbers normalized expression level) to minimize the unwanted variations likely coming from technical noise or batch effects. The top ~1000 genes with the highest variance were selected to perform principal component analysis (PCA) for dimensionality reduction. 20 PC components were used to perform Louvain clustering with resolution = 1.0 to generate t-SNE plot for cluster visualization. 24 clusters were identified. We then performed FindAllMarker function from Seurat to identify markers for each cluster. Clusters were assigned to known cell types based upon cluster-specific markers. DE genes between WT and cDKO were performed per cluster basis using MarkerComp function. DE genes with adjusted p-value less than 0.05 and |LogFC| > 0.3 were selected to perform ISH for validation and functional studies. Of note, we also performed unsupervised clustering, marker gene identification, DEX analysis and UMAP visualization using Scanpy with Python (Wolf et al., 2018). We found consistent results between the two unbiased analyses.

### MGE transplantation

A detailed protocol for this procedure is available in a methods format (Vogt et al., 2015; Vogt et al., 2017). We bred male mice that would yield embryos carrying *Ai14* and either WT (*Ai^Flox/Flox^*) or homozygous (*Maf^Flox/Flox^; Mafb^Flox/Flox^*; RosaT*^+^*) for both of the *Maf* alleles. The embryos were collected at E13.5, dissociated and then transfected either with a *DlxI12b-Cre* expressing vector or both *DlxI12b-Cre* expressing and target gene expressing vectors (Vogt et al., 2015; Vogt et al., 2017) in DMEM supplemented with 10% Fetal Bovine Serum (FBS) at 37°C and at pH ~7.2 for 30 min. The successful delivery of the *Cre* DNA will deletes the *Maf* genes and activates tdTomato expression from the *Ai14* allele. The cells were then washed several times with DMEM/FBS and pelleted. Next, the cells were loaded into the front of a beveled glass needle. P1 WT pups were anesthetized on ice and injected with ~300 nL of cells over 3–5 sites in the right hemisphere. Pups were warmed until able to move and then put back with their mom. They were aged to 30 days and then perfused. Note that we section whole brains of all tissues into 25 um sections, and we used all brain sections for PV and SST staining followed by cell quantification.

### Primary neuronal culture for analysis of dendritic arborization (Sholl) using neonatal cortex

Primary cortical neuron cultures were prepared as described (Shepherd et al., 2006). Briefly, we bred *Maf^Flox/Flox^*, *Mafb^Flox/Flox^* RosaT*^+^* females with *Maf^Flox/+^*, *Mafb^Flox/+^, Nkx2-1 Cre^+^* males to generate P0 *Maf* cKO, *Mafb* cKO and cDKOs. Control P0 animals were generated either through the same crossing or through *Ai14f^Flox/Flox^* females bred with *Nkx2-1 Cre^+^* males. tdTomato^+^ P0 pups were pre-screened using fluorescence dissection microscope. We also collected some tdTomato^-^ P0 pups for cell preparation. Cortical tissues were dissected in cold EBSS, followed by trypsin (Thermo Fisher Scientific 25200056) treatment for 15 min at 37°C. Trypsinization was inhibited using 10% FBS containing DMEM. Cells were washed once with DMEM, then resuspended in 10% FBS containing Neuralbasal-A medium (Thermo Fisher Scientific 12348017) with B27 (Thermo Fisher Scientific 17504044). Cell density was quantified using hemocytometer. tdTomato^+^ cell preparations were diluted using tdTomato^-^ P0 cell preparation roughly at a ratio of 1:10. Cells were plated onto poly-D-lysine and laminin coated coverslips (Corning 08-774-385) preloaded in 24-well plates and then cultured in a 37°C incubator for 14 days. Serum free Neuralbasal-A medium with B27 and Glutamax (Thermo Fisher Scientific 35050061) was used to maintain the cell growth. After 14 days in vitro, cell culture medium was removed and replaced with freshly made 4% PFA for 15 min fixation. PFA was washed off several times with 1X PBS followed by a regular immunostaining protocol. For Sholl analysis,≥3 animals and 15–20 neurons were analyzed per genotype. Images were processed and analyzed using FIJI software based on previously described protocol (Pai et al., 2019; Ferreira et al., 2014; Martin et al., 2018).

### EEG recordings and analysis

EEG recordings and analysis were done as previously described (Clemente-Perez et al., 2017; Ritter-Makinson et al., 2019). The devices for EEG recordings in freely behaving mice were all custom made in the Paz lab. Briefly, we designed devices containing multiple screws for acquisition of the EEG signals implanted in primary somatosensory (S1), primary visual (V1), and prefrontal cortices. S1: −0.5 mm posterior from Bregma,±3.25 mm lateral. V1: −2.9 mm posterior from Bregma,±2.5 mm lateral. PFC: 1 mm anterior from Bregma, midline. Mice were allowed to recover for at least 1 week before recording. EEG signals were recorded using RZ5 (TDT) and sampled at 1221 Hz. A video camera that was synchronized to the signal acquisition was used to continuously monitor the animals. Each recording trial lasted 30–180 min. To control for circadian rhythms, we housed our animals using a regular light/dark cycle, and performed recordings between roughly 11:00 AM and 6:00 PM. All the recordings were performed during wakefulness.

### Image acquisition and processing

1. Immunohistochemistry images were taken using 10X or 20X objectives under Nikon Ti microscope with DS-Qi2 color camera together with NIS Elements acquisition software. Image brightness and contrast were adjusted and merged for publication using FIJI software.
2. Sholl analysis and excitatory synapse images were taken using the Nikon Ti inverted fluorescence microscope with CSU-W1 large field of view confocal. Images for Sholl analysis were taken using 40X oil objective. Open source micromanager 2.0 beta was used to acquire images. Brightness/contrast adjustment, z-stack image and binary image processing and Sholl analysis were all conducted using the image calculator and Sholl analysis plugins in FIJI software.

### Schema and Model Illustration

All schemas were drafted using the BioRender online platform.

### Quantification and statistical analyses

All bar graphs were shown as mean ± SEM. All statistical analyses were performed using Graphpad Prism (version 7) and a p value of < 0.05 was considered significant. For RNA expression comparison shown in Figure 3, we used python to conduct non-parametric analysis, and a p value of < 0.05 was considered significant. The specific n for each experiment as well as the post-hoc test and corrected p-values, can be found in the Results section, in the Figure legends or in supplementary tables.

For all cell counts performed for immunohistochemistry and in situ hybridization, we used the cell counter plug-in in FIJI software. For P2 hippocampus immunofluorescence and FISH cell counts, we focused on the central part of the hippocampi (exclude very rostral and very caudal region). Note that for P2 HIN *Nrp1* FISH, we excluded the pyramidal cell layer of hippocampi for quantification. The *Nrp1* expression is very high in the hippocampal excitatory neurons (pyramidal layer) and we think that might confound the analysis.

For statistical analyses, we mainly used two methods depending on whether data were parametric or nonparametric in distribution. For parametric data, we utilized a Welch’s t test. For data that was normalized (eg. proportions), we used the non-parametric Mann-Whitney test. For MGE transplantation, we used non-parametric *Chi*-square test for comparison.

## Data Availability

We submitted the original source data that was used for Seurat pipeline analysis to GEO under the accession number GSE144222. Readers can utilize these datasets for reanalysis and new analysis using Seurat pipeline or other customized codes for more data mining. The following dataset was generated: PaiELLChenJDarbandiSFChoFSLindtnerSChuJSPazJTVogtDParedesMFRubensteinJLR2020Function of Mafb and c-Maf in MGE-derived interneuron developmentNCBI Gene Expression OmnibusGSE144222

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

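The data are single-cell RNA-seq counts from the dissected neocortex of 1 WT and 1 *Maf* cDKO mouse at P0, made with 10x Genomics 3' chemistry. The tissue is neocortex in the paper's methods and neocortex and hippocampus in its Discussion, and the paper does not settle which holds. A cluster of 383 WT and 414 cDKO cells had the markers of the dentate granule lineage, so cells of the hippocampus were probably included. The authors aligned the reads to mm10 and counted UMIs with Cell Ranger 2, and the deposited matrices hold these UMI counts per gene and cell barcode without normalization. Whether counting used strand is not stated. The WT matrix was deposited in 2 copies with the same values, of which 1 was used. The WT library has 98280198 UMIs and the cDKO library 121925691, and 19972 and 20132 of the 27998 genes were detected.

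Barcodes were kept with 500 to 20000 UMIs, the limits of the paper, and at most 10% mitochondrial UMIs, a limit the paper does not give. This left 28301 cells. Genes found in fewer than 3 cells were left out of the clustering. Counts were scaled to 10000 per cell and log-transformed, the 1000 most variable genes were taken, total UMIs and the mitochondrial share were regressed out, and 20 principal components, 20 neighbours and a resolution of 1.0 gave 24 clusters by the Louvain method on a shared-neighbour graph (seed 1; scanpy 1.11.5, igraph 0.11.9, scikit-learn 1.9.0, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15). A class could name a cluster if at least 3 of its marker genes were found in at least 10% of the cells and at 1.5 times the level elsewhere. For the dentate granule lineage all its markers had to be. Of such classes, the one whose markers had the highest mean log ratio to the other clusters was taken. If another class had more markers among the leading genes of the cluster, that class was taken where it also qualified, and otherwise the cluster was left unnamed. A cluster that joined interneuron and excitatory neuron markers was left unnamed, by a rule set after seeing the data. Doublets were called with Scrublet as held in scanpy (expected rate 0.1) and were kept.

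For each class, the natural log ratio of cDKO over WT was taken on mean UMIs per 10000 after adding 1, and its 95% counting error came from the UMIs. Ratios of summed UMIs have exact 95% intervals, and shares of cells have exact binomial intervals. With 1 library per genotype no test between genotypes was run, and cells were not used as replicates. No fold is given where both libraries have 3 or fewer UMIs. Shares of cells were also taken after thinning every cell to 1500 UMIs. The spread of log ratios in a class is the SD over genes with at least 100 UMIs in each library after the variance from counting was taken off, for classes with at least 100 cells in each library. For 12 gene lists (pan-interneuron, MGE interneuron transcription factors, neuropeptides, candidate immature PV, SNARE and vesicle, neurite cytoskeleton, migration and guidance, ion channels, receptors, immediate early and stress, hemoglobin, and hippocampal and dentate genes), the median ln ratio of summed UMIs, with 0.5 added, was placed among 10000 random lists matched on mean expression. *Scn2a* is not among the symbols of the matrix.

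The design, the gene lists, the class markers, 106 alternatives and the rule for naming genes were fixed before the data were examined. The rule names every gene that the paper names in its text or prints in Figure 1E, Figure 3A or Figure 1—figure supplement 5, the 10 highest and 10 lowest log ratios in MGE interneuron-like cells, the 3 highest and 3 lowest in each other class with at least 100 cells in each library, the 10 highest and 10 lowest in the comparison of *Sst*-negative with *Sst*-positive WT cells, and the 2 highest and 2 lowest members of each list. The paper's values were seen beforehand. The leading genes of clusters are named to identify the clusters, the genes near-identical to or antisense of a named gene are named beside it, and other genes outside the rule are marked where they appear.

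The alternatives left out the UMI limits, set the mitochondrial limit to 5% or none, removed doublets, set the resolution to 0.5 or 1.5, took 2000 variable genes, left out the regression, took cells with *Lhx6* UMIs as the class, clustered without the 79 heat map genes, scaled with edgeR 4.0.16 TMM factors or DESeq2 1.42.0 size factors (R 4.3.3), took summed UMIs, set the pseudocount to 0.1, thinned the cells, and lowered the minimum to 30 UMIs. The *Lhx6* gate also required a UMI of *Gad1*, *Gad2*, *Dlx1*, *Dlx2*, *Dlx5* or *Dlx6os1* in the cell. A further 9 alternatives were chosen after seeing the data. They count the mixed cluster with the MGE class, or take the ratios of a class less the median over the other classes. The way the 20 highest and lowest genes were compared between settings and the tolerances of that comparison were also set after seeing the data.

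For genes shifted by at least 0.4 in ln ratio over the other classes, words of 31 bases were taken from the last 500 bases of their transcripts. These words were looked for in the full length of all transcripts in GENCODE M21. Another gene that held at least 50% of them counted as near-identical. The same was done for 10 genes of like expression for each shifted gene. Exons on the opposite strand overlap those of *Atp1b1*, *Bcl11a*, *Cacna2d2*, *Dlx1*, *Gas7*, *Gm10260*, *Ina*, *Kif2a*, *Maf*, *Ncald*, *Nefm*, *Neurod1*, *Nrg1*, *Prox1*, *Rbm3*, *Slc32a1*, *Sox4*, *Sp9*, *Syt4*, *Tiam2*, *Tmem108*, *Uchl1*, *Zbtb20* and *Zic1*, among the genes named, which leaves their counts uncertain if strand was not used. The methods were tested on simulated data: of 200 genes given a fold of 0.25, 0.5, 2 or 4, all had the right direction, and the interval of the log ratio held the true value for 94%, 86%, 90% and 94% of them and for 93.8% of 5988 unchanged genes. The measure of spread gave 0 with no change and 0.191 for a true SD of 0.2. In these simulations all cells of a library had the same expression profile and Poisson counts, which is the error that the intervals assume. They do not show how the intervals or the spread behave where cells of a class differ from each other. Microglia or macrophage-like, endothelial-like and mural-like cells were too few for the spread and were left out of it.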

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

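The tests of reads shared with near-identical genes, with its part for *Cirbp*, of depth, and of doublets by the excitatory neuron markers were chosen after the ratios had been seen, whereas the other tests for *Mef2c* and that for *Pnoc* were set before any ratio.

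Lower *Mef2c* in the cDKO MGE interneuron-like cells was weighed against 3 technical or compositional explanations. A higher share of *Sst*-positive cells is argued against, since among *Sst*-negative cells alone the ln ratio was −0.90 ± 0.06 and WT values reweighted to the cDKO share gave −0.13. Less free RNA from excitatory neurons is argued against, since 14 excitatory neuron markers had a median ln ratio of 0.34 ± 0.10, and more doublets with excitatory neurons in WT are argued against by the same median, whereas removal of the cells called doublets (value −1.02), only 1.77% of WT and 2.52% of cDKO cells, was too small a change to decide. The deletion may lower *Mef2c*, but any other difference between the 2 animals or libraries stays open too.

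Higher *Pnoc* in the cDKO MGE interneuron-like cells was weighed against the higher share of *Sst*-positive cells. The WT values reweighted to the cDKO share gave an ln ratio of −0.00039 ± 0.06, against 0.38 observed, which argues against that explanation. The deletion may raise *Pnoc*, and other differences between the animals stay open. The paper proposes that the cDKO makes more HINs, many of which express *Pnoc*. Whether a higher share of HINs among these cells accounts for the rise was not tested.

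In 13 genes, 2 of them (*Gm8797* and *Gm8730*) in the paper's heat map, the ratio had the same sign in all other classes compared, though not the same size: −1.94 to −0.39 for *Gm10260* and 0.10 to 0.91 for *Gm10320*. Among those that the paper does not discuss, the ln ratio in excitatory neuron-like cells was −1.57 for *Gm10260* and −0.50 for *Cirbp*. Of the 12 in the annotation, 83.3% [51.6 to 97.9%] had a near-identical gene, against 17.7% [11.6 to 25.4%] of genes of like expression, so shared reads may account for a part of them. By summed UMIs and for genes chosen after their values were seen, the near-identical gene was lower where the gene was higher for *Tpm3-rs7* (*Tpm3* −0.63, both summed 0.022), *Gm10320* (*Sec61b* −0.28, summed 0.074) and *Gm8730* (*Rplp0* −0.18, summed −0.0044), but *Erdr1* with *Gm21887* (−1.07) kept a summed 0.66 and *Hmgn2* with *Gm10282* (−0.12) a summed −0.44, which an exchange of reads between the pair does not account for, and *Rpl11* (−0.0070) was level where *Gm10036* was higher, while *Cirbp* shares 0% of its 31-base words, which argues against shared reads there, and *Rbm3* 41.1%. A difference in depth was not decided. The median size of the ln ratios of the 13 genes in excitatory neuron-like cells was 0.529 with cells thinned and 0.526 without. Thinning draws UMIs at random and so keeps the expected share of each gene in a cell, whatever the effect of depth. Neither a strain variant against the reference nor a biological explanation was tested.

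*Sst* UMIs were also higher in excitatory neuron-like cells of the cDKO, which the paper does not analyse for *Sst*, with a cDKO/WT ratio of 4.61 [4.06 to 5.25]. This was not particular to them. *Sst* was higher in every other named class as well, from 1.88 [1.57 to 2.27] in LGE-type GABAergic neuron-like to 11.4 [3.62 to 57.9] in endothelial-like cells. The levels were low, at 0.0500 UMIs per 10000 in WT and 0.231 in cDKO excitatory neuron-like cells. Endothelial-like cells had 3 and 38 UMIs. Outside the MGE class the highest level of a named class was 1.93 (cDKO LGE-type), against 28.8 in cDKO MGE interneuron-like cells. Whether free RNA accounts for these ratios was not tested, so they do not show that such cells expressed *Sst*. The following went the opposite way to the MGE interneuron-like cells, and the difference was not tested: *Snap25* in LGE-type GABAergic neuron-like cells (ln ratio 0.12), *Nrp1* in dentate granule lineage-like cells (−0.17), and *Pnoc* in CGE interneuron-like (−0.25) and Cajal-Retzius-like cells (−0.22).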

How the results depend on the processing

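The alternatives that count the mixed cluster with the MGE class, or take the spread less the other classes, were chosen after seeing the data, as were the tolerances. No paired analysis was possible because each genotype has 1 animal. Of the values that answer a comparison, 163 stayed within their counting error or tolerance and 19 moved; of those for single genes, 558 stayed, 122 moved and 2 changed sign. The direction of 78 of the 79 heat map genes and of 6 of 6 genes in the *Sst* comparison was the same in all settings run. The study chose both sets from these libraries, so this is not independent evidence. With a pseudocount of 0.1, 13 of the 20 highest and lowest genes were shared. The *Sst*-positive share in the cDKO was 62.9% by the *Lhx6* gate, 59.3% thinned and 65.8% with the mixed cluster, and in WT 37.5% at the 5% mitochondrial limit and 21.8% thinned. The MGE share was 7.64% in the cDKO without doublets, and 9.26% (cDKO) and 11.0% (WT) with the mixed cluster. The spread in MGE interneuron-like cells was 0.189 at the 5% limit, 0.20 with 2000 variable genes, 0.219 at 30 UMIs and 0.128 less the other classes. It was not the highest of the classes at 30 UMIs (excitatory 0.22), without doublets (erythroid 0.227 against 0.193), by the gate (erythroid 0.193 against 0.191) and less the other classes (LGE-type 0.141). The neuropeptide median was 0.33 at the 5% limit, 0.32 without doublets, 0.46 by the gate and 0.53 at 30 UMIs, and the pan-interneuron median was 0.0081 by the gate and 0.045 with the mixed cluster. By the gate, which selects on these genes themselves, *Dlx2* (−0.061) and *Gad2* (−0.019) changed sign. The cause was not tested. Depth limits genes with few UMIs, whose shares of cells are lower when thinned.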

Differences from the paper's values

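The margin used below, the counting error plus the rounding of the reading, was chosen after the ratios had been seen, as was the alternative with the mixed cluster. The paper gives its values as log fold changes without naming the base, and they were taken here as natural logs. Its comparison was made per cluster between 1 animal of each genotype, so cells can have been its only replicates. Of the 79 genes, 43 were within the margin, 32 were larger in size here, 3 were smaller and 1 had the opposite sign.

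For 14 genes none of the 15 alternatives set before the data were examined came within the margin. They were: *Maf*, the paper's value about −0.81 in Figure 1—figure supplement 5, read by eye, and −0.97 here; *Mef2c*, the paper's value about −0.77 in Figure 1—figure supplement 5, read by eye, and −1.01 here; *Atp1b1*, the paper's value about −0.57 in Figure 1—figure supplement 5, read by eye, and −0.75 here; *Rnf121*, the paper's value about −0.38 in Figure 1—figure supplement 5, read by eye, and −0.78 here; *Gm8730*, the paper's value about −0.35 in Figure 1—figure supplement 5, read by eye, and 0.26 here; *Camk2n1*, the paper's value about −0.33 in Figure 1—figure supplement 5, read by eye, and −0.44 here; *Gm8797*, the paper's value about −0.27 in Figure 1—figure supplement 5, read by eye, and −0.64 here; *Tubb2b*, the paper's value about 0.25 in Figure 1—figure supplement 5, read by eye, and 0.35 here; *Uchl1*, the paper's value about 0.26 in Figure 1—figure supplement 5, read by eye, and 0.38 here; *Rtn1*, the paper's value about 0.31 in Figure 1—figure supplement 5, read by eye, and 0.22 here; *Igfbpl1*, the paper's value about 0.32 in Figure 1—figure supplement 5, read by eye, and 0.46 here; *Hba-a1*, the paper's value about 0.36 in Figure 1—figure supplement 5, read by eye, and 0.68 here; *Ina*, the paper's value about 0.38 in Figure 1—figure supplement 5, read by eye, and 0.55 here; *Syt4*, the paper's value about 0.4 in Figure 1—figure supplement 5, read by eye, and 0.49 here.

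For the other 22 genes some of those alternatives came within the margin, named with each gene, and the rest of the 15 did not. They were: *Mafb*, the paper's value about −1.1 in Figure 1—figure supplement 5, read by eye, and −1.26 here (within under the *Lhx6* gate and thinning); *Kif2a*, the paper's value about −0.33 in Figure 1—figure supplement 5, read by eye, and −0.41 here (within under summed UMIs and thinning); *Rpp25*, the paper's value about −0.33 in Figure 1—figure supplement 5, read by eye, and −0.40 here (within under the 5% mitochondrial limit, summed UMIs and thinning); *Gas7*, the paper's value about −0.31 in Figure 1—figure supplement 5, read by eye, and −0.39 here (within under the 5% limit, the gate, summed UMIs and thinning); *Cplx2*, the paper's value about −0.3 in Figure 1—figure supplement 5, read by eye, and −0.42 here (within under the gate); *Nxph1*, the paper's value about −0.29 in Figure 1—figure supplement 5, read by eye, and −0.36 here (within under summed UMIs); *Ncald*, the paper's value about −0.26 in Figure 1—figure supplement 5, read by eye, and −0.32 here (within under the 5% limit, the gate, summed UMIs and thinning); *Pkig*, the paper's value about −0.26 in Figure 1—figure supplement 5, read by eye, and −0.40 here (within under thinning); *Tuba1a*, the paper's value about 0.25 in Figure 1—figure supplement 5, read by eye, and 0.23 here (within under no mitochondrial limit, doublet removal, resolution 1.5, 2000 variable genes, no regression, the clustering without the heat map genes, the pseudocount of 0.1 and thinning); *Tubb3*, the paper's value about 0.25 in Figure 1—figure supplement 5, read by eye, and 0.22 here (within under doublet removal, resolution 1.5, no regression, the clustering without the heat map genes and the pseudocount of 0.1); *Npy*, the paper's value about 0.26 in Figure 1—figure supplement 5, read by eye, and 0.32 here (within under 2000 variable genes, TMM, DESeq2 and summed UMIs); *Btg1*, the paper's value about 0.26 in Figure 1—figure supplement 5, read by eye, and 0.36 here (within under the gate); *Csrp2*, the paper's value about 0.28 in Figure 1—figure supplement 5, read by eye, and 0.35 here (within under DESeq2 and thinning); *Tmem108*, the paper's value about 0.34 in Figure 1—figure supplement 5, read by eye, and 0.49 here (within under thinning); *Tenm4*, the paper's value about 0.39 in Figure 1—figure supplement 5, read by eye, and 0.46 here (within under the gate and thinning); *Fos*, the paper's value about 0.42 in Figure 1—figure supplement 5, read by eye, and 0.54 here (within under the gate and thinning); *Nrp1*, the paper's value about 0.46 in Figure 1—figure supplement 5, read by eye, and 0.52 here (within under the 5% limit, the gate, the clustering without the heat map genes, TMM, DESeq2 and summed UMIs); *Mpped2*, the paper's value about 0.53 in Figure 1—figure supplement 5, read by eye, and 0.71 here (within under the gate); *Khdrbs2*, the paper's value about 0.57 in Figure 1—figure supplement 5, read by eye, and 0.65 here (within under the gate, summed UMIs and thinning); *Rprm*, the paper's value about 0.73 in Figure 1—figure supplement 5, read by eye, and 0.81 here (within under summed UMIs and thinning); *Rbp1*, the paper's value about 0.73 in Figure 1—figure supplement 5, read by eye, and 0.80 here (within under DESeq2 and thinning); *Sst*, the paper's value about 1.2 in Figure 1—figure supplement 5, read by eye, and 1.34 here (within under the 5% limit and summed UMIs).

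With the mixed cluster counted with the MGE class, an alternative chosen after seeing the values, *Sst* (1.22), *Rbp1* (0.70), *Rprm* (0.71), *Khdrbs2* (0.59) and *Nrp1* (0.50) also came within the margin, which was taken only for the genes named at the claims. It drops 0 of the genes counted for direction, which was taken for all 79 (78 had the paper's direction).

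The legend of Figure 1E gives *Dlx1*, *Dlx2*, *Dlx5*, *Gad2* and *Lhx6* as not changed, whereas their ln ratios here were 0.38, 0.08, 0.19, 0.13 and 0.32. The paper's own heat map lists *Dlx1* and *Lhx6* as higher, with values within the margin of those here. By the *Lhx6* gate the ln ratios were 0.25, −0.061, 0.08 and −0.019 for the first 4, and 0.07 for *Lhx6*. The gate itself selects on all of these genes, so these values do not measure how they differed. The heat map shows 79 genes, 34 lower and 45 higher, fewer than the text counts. *Sst* is the highest gene in both. *Mef2c* (−1.01 ± 0.04) and *Maf* (−0.97 ± 0.05) lie within counting error of each other here, so their order is not settled, and the pseudocount of 0.1 (−1.1 and −1.37) gives the order of the paper's heat map, as do the UMI ratios (0.352 and 0.235).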

Other observations

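The gene deviations from the other classes given here were chosen after their values were seen, as was the split at 5 *Sst* UMIs. In the LGE-type GABAergic neuron-like cells, *Rbp1* (ln ratio 0.71 ± 0.09) and *Gap43* (0.49 ± 0.07), a gene of growing axons, were higher in the cDKO and *Tiam2* (−0.57 ± 0.10) was lower. *Htr3a*, a serotonin receptor gene, was lower in CGE interneuron-like cells (−0.39 ± 0.10), and *Gfap*, an astrocyte filament gene, in radial glia or astroglia-like cells (−0.51 ± 0.06). The immediate early gene *Fos* was higher in dentate granule lineage-like cells (0.63 ± 0.08) and lower in intermediate progenitor-like cells (−0.12 ± 0.05).

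Within the MGE interneuron-like cells, *Pnoc* had an ln ratio of 0.19 ± 0.09 among *Sst*-negative and 0.45 ± 0.08 among *Sst*-positive cells, and *Npy* of 0.23 among *Sst*-negative cells and −0.56 among those with at least 5 *Sst* UMIs. WT values of *Npy* reweighted to the cDKO share of *Sst*-positive cells gave 0.51 ± 0.04, above the 0.32 observed. *Mef2c* was −0.86 ± 0.05 among *Sst*-positive cells and −0.71 among those with at least 5 *Sst* UMIs.

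In the clustering without the heat map genes, MGE interneuron-like cells made up 9.70% [9.21 to 10.2%] of the WT cells (1319) and 7.18% [6.77 to 7.61%] of the cDKO cells (1056). With 1 animal each, this difference has no replicate error. *Hbb-bs* was higher in the cDKO in radial glia or astroglia-like (1.12 ± 0.05), dentate granule lineage-like (0.79 ± 0.07) and Cajal-Retzius-like cells (0.60 ± 0.07), and lower in LGE-type GABAergic neuron-like (−0.56 ± 0.08) and cycling progenitor-like cells (−0.22 ± 0.04). Its counts are uncertain because the hemoglobin paralogs share sequence.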
